# A transcriptomic analysis of cerebral microvessels reveals the involvement of Notch1 signaling in endothelial mitochondrial-dysfunction-dependent BBB disruption

**DOI:** 10.1186/s12987-022-00363-7

**Published:** 2022-08-26

**Authors:** Min Joung Lee, Jiebo Zhu, Jong Hun An, Seong Eun Lee, Tae Yeon Kim, Eungseok Oh, Yea Eun Kang, Woosuk Chung, Jun Young Heo

**Keywords:** Blood–brain barrier, Endothelial cell, Mitochondria, Intracellular stroke

## Abstract

**Background:**

Endothelial cells (ECs) in cerebral vessels are considered the primary targets in acute hemorrhagic brain injuries. EC dysfunction can aggravate neuronal injuries by causing secondary inflammatory responses and blood–brain barrier (BBB) disruption. Previous studies have reported that enhancement of mitochondrial function within ECs may reduce BBB disruption and decrease the severity of acute brain injuries. However, the molecular signaling pathways through which enhanced EC mitochondrial function is enhanced to exert this BBB protective effect have not been fully elucidated.

**Methods:**

To identify signaling pathways involved in linking EC-specific mitochondrial dysfunction and BBB disruption, we first performed RNA sequencing using isolated cerebral vessels from TEKCRIF1 KO mice, a mouse strain that displays EC-specific mitochondrial dysfunction. After identification, we assessed the significance of candidate signaling pathways using an intracerebral hemorrhage (ICH) mouse model. BBB integrity was assessed using an IgG leakage assay, and symptomatic changes were evaluated using behavioral assays.

**Results:**

Transcriptome analyses of the TEKCRIF1 KO mouse revealed significant changes in Notch1 signaling, a pathway intimately involved in BBB maintenance. We also observed a decrease in Notch1 signaling and expression of the mitochondrial oxidative phosphorylation (OxPhos) complex in the ICH mouse model, which also exhibits BBB disruption. To further assess the function of Notch1 signaling in relation to BBB disruption, we injected ICH model mice with adropin, a protein that interacts with the Notch1 ligand NB-3 and activates Notch1 signaling. We found that adropin prevented BBB disruption and reduced the extent (area) of the injury compared with that in vehicle controls, in association with alteration of mitochondrial function.

**Conclusion:**

These results suggest that the Notch1 signaling pathway acts as an upstream regulator of DEGs and can be a target to regulate the changes involved with endothelial mitochondrial dysfunction-dependent BBB disruption. Thus, treatment methods that activate Notch1 may be beneficial in acute brain injuries by protecting BBB integrity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-022-00363-7.

## Background

Brain endothelial cells (ECs), a component of the neurovascular unit, which also includes neurons, astrocytes, smooth muscle cells and pericytes, constitute the BBB [1, 2], which functions in the active transport of essential nutrients to the brain while blocking brain access to harmful substances in peripheral blood [3]. Transcriptomic analysis of brain ECs has been suggested as a strategy for investigating possible pathways underlying BBB dysfunction in different neurological disease models [4–6]. Angiogenic processes in ECs prevent secondary damage arising from cerebrovascular impairments, such as ischemic disorder and hemorrhage (ICH), after acute primary brain injury [7, 8]. Endothelial phosphatase and tensin homolog (PTEN)/AKT signaling regulates BBB permeability by suppressing transcytosis [9]. However, the signaling pathway that modulates the accompanying mitochondrial defect in ECs and approaches for enhancing endothelial function to protect the BBB still need investigation.

ECs comprising the BBB are known to have a higher mitochondrial volume compared with peripheral ECs [2]. ECs require a tremendous amount of energy—supplied by mitochondrial respiration—to accomplish their innate function as a BBB component [10]. Mitochondrial function induced by inhibition of the mitochondrial respiratory chain complex aggravates the consequences of BBB disruption in an ischemic stroke model, increasing infarct volume [11]. As we recently reported, TEKCRIF1 KO mice, with EC-specific deletion of the mitochondrial OxPhos-related gene, *Crif1*, also known as *Gadd45gip1* (encoding GADD45G-interacting protein 1), display profound BBB defects accompanied by reduced expression of junctional proteins in ECs [12]. Although studies strongly suggest that mitochondrial energy metabolism in ECs is critical for maintaining BBB function, regulatory signaling pathways involved in BBB maintenance in the context of EC dysfunction have not been fully elucidated.

One representative neurological disease associated with BBB disruption is ICH, a cerebrovascular pathology that primarily occurs after stroke [13]. ICH is characterized by cerebral vascular deterioration involving BBB disruption, increased intracranial pressure through hematoma production, and hemolysis-induced neurotoxicity [14, 15]. Because mitochondrial dysfunction in ECs leads to secondary brain damage [11], it may also be a therapeutic target for reducing secondary brain impairment in ICH [16]. To overcome ICH-induced neuronal damage and achieve functional recovery, researchers have investigated treatment with the Nrf2 activator, dimethyl fumarate [17], and upregulation of the micro RNA, miR-137-3p, with the green tea extract, EGCG [18], which reduce or inhibit oxidative stress. Notwithstanding such suggested treatments for cerebrovascular disease, a mitochondrial-targeting modulator has not yet been reported. Thus, we investigated the modulatory signaling pathway underlying mitochondrial defects in ECs comprising the BBB.

In the present study, we used RNA-sequencing to evaluate endothelial-related molecular signaling in isolated brain microvessels from TEKCRIF1 KO mice. Ingenuity Pathway Analysis (IPA) revealed that Notch1 signaling is a potential upstream regulator of DEGs in *Crif1-*deficient brain microvessels. We specifically tested the hypothesis that Notch1 expression is decreased in ICH model mice in association with diminished mitochondrial OxPhos function and BBB disruption. We further demonstrated that activation of Notch1 signaling by treatment with adropin exerted a preventive effect against the development of ICH.

## Methods

### Animals

For RNA sequencing, we used TEK-cre, *Crif1*^+/+^ for control, as mentioned WT and TEK-cre, *Crif1*^flox/flox^, as mentioned TEKCRIF1 KO mouse which we previously published [12].

For ICH mouse mode, Male 8-week-old C57BL/6 mice were purchased from Dooyeol Biotech (South Korea). Mice were maintained in a controlled facility at 22–24 ℃ with a 12 h light–dark cycle. Animal experiments were approved by the Institutional Animal Care and Use Committee of Chungnam National University (Ethical approval number, 202103A-CNU-022).

### Isolation of brain microvessels

The mouse brain tissue was immediately transferred to MCDB 131 medium on ice (Thermo Fisher, 10372019). After homogenizing the brain tissue, centrifuge at 2000*g* for 5 min at 4 °C. The pellet was resuspended in 15% dextran/PBS (Signa-Aldrich, 31390), and then the samples were centrifuged at 10,000*g* for 15 min at 4 °C. After the pellets were washed using 1 ml of PBS, transferred to a 40-μm cell strainer with 10 ml PBS. The microvessels were collected using 0.5% BSA/MCDB 131 medium and then centrifuged at 5000 *g* for 10 min at 4 °C [19].

### RNA preparation, library preparation, and sequencing

RNA extraction from isolated brain microvessels was performed (three samples per WT and KO group) using TRIzol (Thermo Tisher Scientific) following the manufacturer’s protocol. RNA sequencing was performed by Ebiogen (Seoul, Republic of Korea). RNA samples were checked RNA purity (260/280 > 1.8) and RNA integrity number (RIN) value by Agilent 2100 Bioanalyzer (Agilent Technologies, Amstelveen, The Netherlands) and used RNA samples with RNA values that are greater than or equal to 7.0. RNA quantification was performed using an ND-2000 spectrophotometer (Thermo Inc., DE, USA). The NEBNext Ultra II Directional RNA-Seq Kit (NEW ENGLAND BioLabs, Inc., UK) was used to prepare libraries from total RNA. Quantification was performed using the library quantification kit using a StepOne Real-Time PCR System (Life Technologies, Inc., USA). High-throughput sequencing was performed as paired-end 100 sequencing using HiSeq X10 (Illumina, Inc., USA).

### Bioinformatics transcriptome analysis

Quality control of raw reads resulting from sequencing was performed using FastQC. Adapter and low-quality reads (< Q20) were removed using FASTX_Trimmer and BBMap. The trimmed reads were mapped to the reference genome using TopHat. The levels of gene expression were estimated using FPKM (Fragments per kilobase of exon per million reads) values and RPKM (Reads per kilobase of transcript per million mapped reads). For differentially expressed gene (DEG) analysis, we performed the “DESeq2” R package. Gene set enrichment analysis (GSEA) was performed using the “fgsea” R package. Gene sets included the KEGG pathway (Kyoto Encyclopaedia of Genes and Genomes) and C5 GOBP-Notch signaling pathway gene sets from MSigDB (v7.5.1, http://software.broadinstitute.org/gsea) using obtained DEG with p-value < 0.05 and |fold change|≥ 2. For GSEA analysis used KEGG pathway analysis, the results represented in the graph were significantly up-or down-regulated in the KO group based on normalized enrichment score (NES). Heat maps were generated by the R program. Ingenuity Pathway Analysis (IPA) (Qiagen) was used for canonical pathways and upstream regulators related to genes. The RNA sequencing raw data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database with accession number: GSE207106.

### Protein extraction and Western blot

Proteins from isolated brain microvessels and brain tissue were extracted using RIPA buffer with protease inhibitor and phosphatase inhibitor cocktail (Roche Applied Science, Vienna, Austria) described previously [12]. Protein samples were separated by SDS-PAGE and transferred to the PVDF membrane (Millipore, Burlington, MA, USA). Membranes were blocked with 5% skim milk for 1 h and then incubated at 4 ℃, overnight with specific primary antibodies against Crif1 (1:1000, sc-134882, Santa Cruz Biotechnology, CA, USA), Notch1 (1:1000, 3608, Cell Signaling, MA, USA), Hes1 (1:500, sc-166410. Santa Cruz Biotechnology, CA, USA), Total OXPHOS complex (1:1000, ab110413, Abcam), adropin (1:500, NBP1-26387, Novus biologicals, CO, USA), β-actin (1:1000, sc-47778, Santa Cruz Biotechnology, CA, USA). After washing three times for 10 min with TBS/T, membranes were incubated with secondary antibodies (1:1000, Sigma-Aldrich, St. Louis, MO, USA) for 2 h at room temperature. Membranes were washed, and signals were observed using an ECL solution (WEST-ZOL). Images were quantified with ImageJ software.

### Surgical procedures for the ICH model and treatments

Stereotaxic Z-axis was modified at 40° from the vertical state to avoid motor cortex damage by needle insertion [20]. 8-week-old C57BL/6 mice were anesthetized using sevoflurane and put on a stereotaxic frame (DAVID KOPF INSTRUMENTS, CA, USA). After a small incision in the skin, collagenase type VII-S (0.5U, Sigma, St. Louis, MO) was injected (0.2 µl/min, AP + 0.4 mm, ML + 3.8 mm from bregma and DV -3.2 mm from the skull) using 33 G blunt needle. The needle was left for 5 min and removed, then sutured the skin. The mice were allowed to recover. Adropin (Novopro, Shanghai, China) was dissolved in saline and adropin (900 nmol/kg) was administered by intraperitoneal injection at 1 h after collagenase injection.

### Measurement of hematoma volume

Brain tissues of mice injected collagenase were isolated and fixed with 4% paraformaldehyde. Brains were sliced into five 1-mm-thick coronal sections. Sections were scanned and then analyzed hematoma volume by ImageJ.

### Immunohistochemistry staining

Eight-week-old C57BL/6 mice and ICH model mice were perfused and fixed with 4% paraformaldehyde for IgG staining. The brains were dehydrated in 30% sucrose solution and then frozen and sliced using a cryotome. The sections were washed with PBS for 5 min and incubated with 2.5% blocking serum (VECTOR lab, CA, USA) for 20 min. after that, the sections were incubated with Goat-anti-mouse IgG antibody (H + L), and biotinylated (VECTOR lab, CA, USA) for 30 min. After washing for 5 min with PBS, incubated in peroxidase substrate solution (Dako North America Inc., USA) until the desired stain intensity develops, about 10 s. The sections were washed and then mounted on a slide glass. For cresyl violet staining, the brain tissue sections were put on a slice glass and incubated with 0.2% cresyl violet for 5 min at 37 ℃. After washing with water and 90% EtOH, the sections were dehydrated and mounted.

### Immunofluorescence staining

Isolated microvessels from the brain were resuspended in PBS and put 50 µl on a micro slide glass and air-dry and then permeabilized the microvessels with 0.1% NP-40 in PBS for 15 min. After blocking the samples with 5% BSA in PBS for 1 h, the samples were incubated overnight at 4 ℃ with primary antibodies; anti-CD31(Millipore, CA, USA), anti-NDUFA9 (Abcam, CA, USA), anti-Crif1 (Santa Cruz Biotech, USA). After washing with 0.1% NP-40 in PBS three times, incubated the samples with secondary antibodies conjugated with Alexa Fluor 488, 594, and 647 (Jackson, PA, USA) for 1 h at room temperature. After washing, the samples were air-dried and then mounted using a fluorescent mounting solution (Dako North America Inc., USA). The samples were imaged using Leica confocal microscope (Leica, Bensheim, Germany).

### Open-field test

A Mouse was placed in a 40 × 40 × 40-cm box respectively. The movement was recorded for 10 min. Velocity and total moved distance were analyzed by EthoVision XT 11.5 software.

### Cylinder test

Each mouse was placed in a cylinder (diameter 12 cm, height 20 cm). The movement was recorded for 10 min. Forelimb-use asymmetry was assessed by quantifying the percentage of impaired and non-impaired forelimb use; contralateral paw use = (right-left)/(right + left) × 100 [21].

### Analysis of oxygen consumption rate with isolated mitochondria

The striatum region (AP + 2.4 mm ~ AP + 0.8 from bregma) was prepared for isolation of mitochondria. After separating the brain tissue next to the hematoma region, the tissue was homogenized in mitochondrial isolation buffer (70 mm sucrose, 210 mM mannitol, 5 mM, HEPES, 1 mM EGTA, 0.5% fatty acid-free BSA, pH 7.2) on ice. The samples were centrifuged (600 *g*, 5 min, 4 °C), and the supernatants were transferred to new tube and re-centrifuged (17,000 *g*, 10 min, 4 °C). The pellets were suspended with mitochondrial isolation buffer and the concentration of isolated mitochondria were analyzed. Next, isolated mitochondria were diluted in mitochondrial assay buffer (70 mM sucrose, 220 mM mannitol, 10 mM KH2PO4, 5 mM MgCl2, 2 mM HEPES, 1 mM EGTA, 0.2% fatty acid-free BSA, 10 mM succinate, 2 mM rotenone, pH 7.2) and seeded in an XF-24 plate (25 ug per well, Agilent, CA, USA). OCR analysis was performed at 37 °C using the XF24 analyzer (Agilent, CA, USA). Basal respiration was measured twice before measuring OCR after sequential injection of ADP, oligomycin, CCCP and antimycin A.

### Statistics

All results are presented as mean ± standard deviation (SD). The statistical significance of all the experimental data was analyzed by a two-tailed unpaired Student’s *t-test* and one-way ANOVA followed by Games-Howell’s multiple comparison test using GraphPad Prism 8 (GraphPad Software Inc., San Diego, CA, USA). The statistical significance of all the data is indicated by *P < 0.05, **P < 0.01, ***P < 0.001 (Vehicle vs. ICH), #P < 0.05 (ICH vs. ICH + Adropin).

## Result

### Isolation and identification of cerebral microvessels in the TEKCRIF1 KO mouse

To identify molecular changes in ECs that accompany mitochondrial defects, we first isolated microvessels from brain tissue of TEKCRIF1 mice following the process shown schematically in Fig. 1A and described in Methods [19]. The morphology of the intact microvessels is shown in Fig. 1B. To verify *Crif1* deletion in microvessels, we performed Western blotting of isolated microvessels using an anti-Crif1 antibody. As expected, Crif1 protein expression was decreased by more than 60% in TEKCRIF1 KO mice compared with WT mice (Fig. 1C, D). Consistent with Western blotting results, immunofluorescence analyses revealed a decrease in the intensity of Crif1 fluorescence in microvessels in TEKCRIF1 KO mice. These analyses further showed a decrease in colocalization of NDUFA9 (mitochondrial complex I subunit) with the EC marker CD31 in TEKCRIF1 KO mice compared with WT mice (Fig. 1E, F). Thus, ECs in microvessels isolated from TEKCRIF1 KO mice showed a decrease in a mitochondrial marker upon Crif1 deletion.

**Fig. 1:**
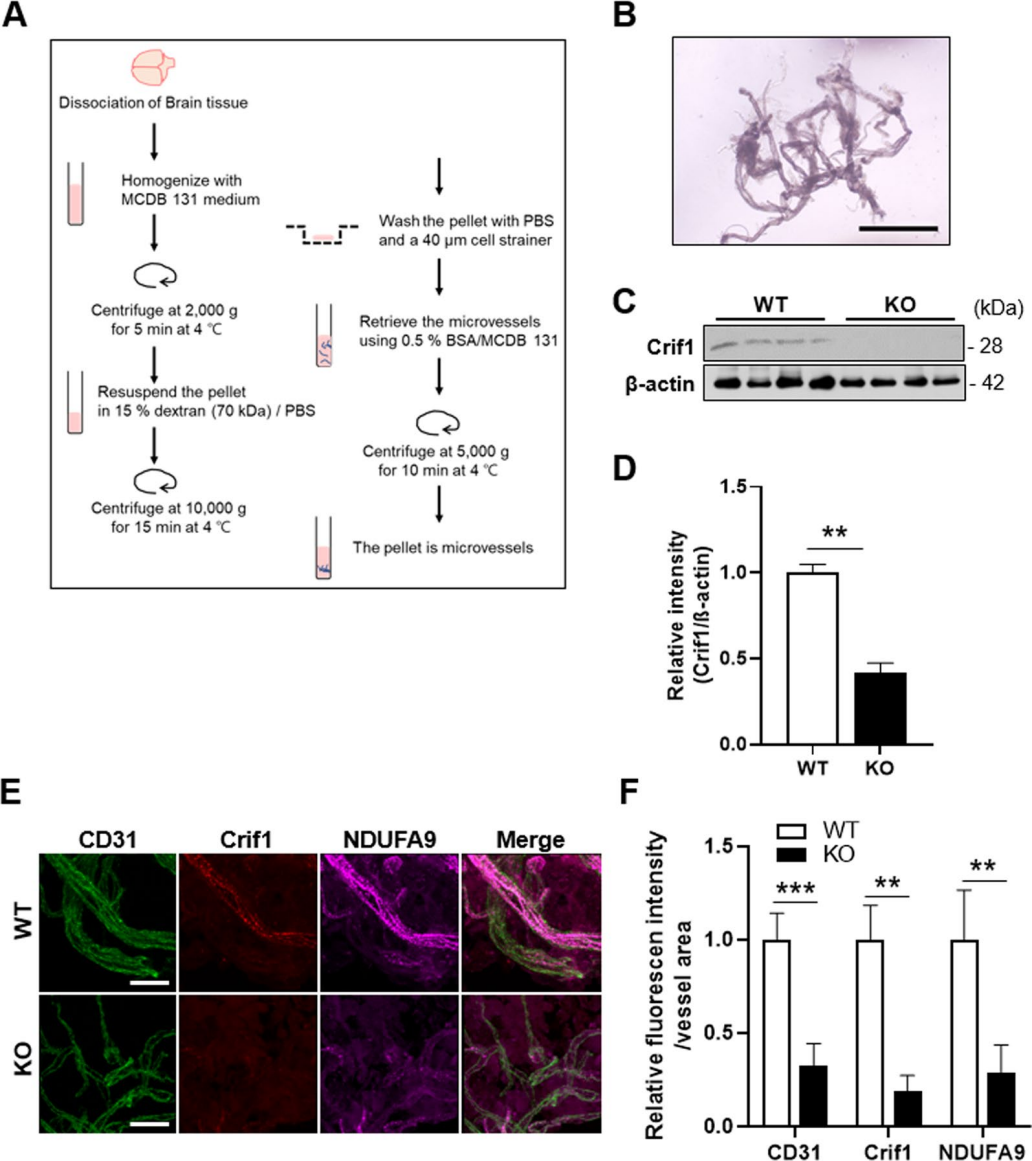
Mitochondrial dysfunction in isolated brain microvessels from TEKCRIF1 KO mice. **A** Schematic depiction of methods for isolating microvessels from the brain. **B** Morphology of isolated brain microvessels from a TEKCRIF1 WT mouse. Scale bar: 100 μm. **C**, **D** Western blot analysis showing the decrease in Crif1 protein in KO mice (n = 7 mice/group). **E**, **F** Immunofluorescence staining showing the decrease in Crif1, NDUFA9 (mitochondrial complex I subunit), and CD31 (EC marker) in isolated microvessels from TEKCRIF1 KO mice (n = 5 mice/group 6 slides per group). Scale bar: 20 μm. Immunofluorescence staining intensity was quantified using ImageJ. Data are presented as means ± SD from three independent experiments performed under the same conditions (**P < 0.01, ***P < 0.001 vs. WT)

### Transcriptomic analyses of isolated brain microvessels from TEKCRIF1 KO mice reveal a decrease in BBB-maintenance-related genes

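In the TEKCRIF1 strain, *Crif1* (*Gadd45gip1*) is deleted by a Cre recombinase expressed under the control of Tek, and the WT mice carry the same Cre with an intact *Crif1* gene. Microvessel RNA from 3 WT and 3 KO mice was sequenced, with 1 library per mouse. The authors mapped the trimmed reads with TopHat and deposited an FPKM value for each of 23183 gene symbols in every library, and the paper's text names no normalization between libraries. Read counts were not used here. The spacing of the smallest FPKM values, scaled with annotated transcript lengths, gave an estimated depth of 6400000 to 11700000 fragments per library. The median of the estimates was 11400000 fragments in WT mice and 7900000 in KO mice. At these depths, 3 fragments on a transcript of 1 kb correspond to between 0.26 and 0.47 FPKM, a floor that covers counting error only. KO mice were compared with WT mice on log2(FPKM + 1) with limma, using its trended variance and no further scaling. The comparison covered the 14247 genes with a mean of at least 1 FPKM over the 6 libraries, and p-values were adjusted over these genes by the Benjamini-Hochberg method. An exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1. Chromosomes, exon numbers and GC contents were taken from the GENCODE M21 annotation of GRCm38, because the paper's text does not name the genome build. The labels of KO 1 and KO 2 are written in another style than those of the other libraries. Both are KO mice, while the label of KO 3 is in the style of the WT mice.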

To identify relevant regulatory signaling pathways underlying the mitochondrial defect caused by the *Crif1* gene deficiency in ECs, we performed RNA sequencing on microvessels isolated from brain tissue of TEKCRIF1 mice. First, to validate our microvessel preparation, we confirmed the cellular composition by comparing FPKM (fragments per kilobase of exon per million reads mapped) values for the EC marker genes *Pecam1* (platelet/endothelial cell adhesion molecule 1) and *Tjp1* (tight junction protein 1), astrocyte marker *Aqp4* (aquaporin 4), and pericyte marker *Anpep* (alanyl aminopeptidase, membrane) (Additional file 1: Fig. S1A). This analysis showed that isolated microvessels are composed of ECs with astrocytes and pericytes, and that their composition was not significantly different between WT and KO mice. 

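*Pecam1*, on chromosome 11, had 72.1 ± 17.7 FPKM in WT mice and 76.5 ± 15.7 FPKM in KO mice (SD, n = 3 each), a difference smaller than either SD (exact two-sided permutation test, p = 0.8). *Tjp1*, on chromosome 7, had 64.3 ± 10.6 FPKM in WT mice and 53.8 ± 0.546 FPKM in KO mice (SD, n = 3 each; exact permutation p = 0.4). The astrocyte marker *Aqp4*, on chromosome 18, had 37.2 ± 8.95 FPKM in WT mice and 31.1 ± 9.62 FPKM in KO mice (SD, n = 3 each; exact permutation p = 0.5). The pericyte marker *Anpep*, on chromosome 7, had 30.0 ± 5.21 FPKM in WT mice and 21.3 ± 1.99 FPKM in KO mice (SD, n = 3 each). Every KO mouse had a lower *Anpep* value than every WT mouse (exact permutation p = 0.1). Its log2 fold change was −0.46 (standard error 0.21), with p = 0.048 from limma before adjustment, adjusted p = 0.841, and the exact permutation p at its lower limit. With each library corrected for a trend on GC content, the log2 fold change of *Anpep* was −0.40 (limma p = 0.0716 beside the same exact test). The log2 fold change of *Aqp4* moved most among the markers, from −0.26 with all libraries to −0.49 without KO 2. Over the 4 markers alone, 0 had an adjusted p under 0.05 and 1 had an unadjusted p under 0.05, and the smallest adjusted p from limma was 0.192.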

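*Crif1* is listed as *Gadd45gip1*, a gene with 2 exons on chromosome 8. Its expression was 18.8, 15.3 and 16.5 FPKM in WT 1, WT 2 and WT 3, and 10.8, 7.54 and 10.4 FPKM in KO 1, KO 2 and KO 3. The mean was 16.9 ± 1.76 FPKM in WT mice and 9.57 ± 1.78 FPKM in KO mice (SD, n = 3 each), so the difference was larger than the spread within either group. Every KO mouse had a lower value than every WT mouse, and the log2 fold change was −0.77 (standard error 0.22; limma p = 0.00534, adjusted p = 0.841; exact two-sided permutation p = 0.1). Leaving out KO 2 moved the log2 fold change most, to −0.62. With each library left out in turn, the limma p was at most 0.0254, where an exact test has too few mice to reach 0.05.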

A volcano plot analysis showed a decrease in *Crif1 (Gadd45gip1)* expression in microvessels from TEKCRIF1 KO mice compared with those from WT mice, consistent with FPKM values and *Crif1* mRNA levels (Fig. 2A–C, Additional file 1: Fig. S1B). RNA sequencing identified a total of 1,119 differentially expressed genes (*p*-value < 0.05) (Additional file 1: Fig. S1C). 

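An unadjusted limma p under 0.05 was found for 838 of the genes tested, of which 395 were higher and 443 lower in KO mice, where chance alone gives 712. After adjustment 0 genes had a p under 0.05, and the smallest adjusted p was 0.841. At least a 2-fold change together with an unadjusted p under 0.05 was found for 161 genes, 102 higher and 59 lower. The KO values lay entirely above the WT values for 765 genes and entirely below them for 812 genes, together 11.1% of the genes tested, where chance gives 10%. Leaving out KO 2 moved the number of genes with an unadjusted p under 0.05 most, to 1865. On simulated data with 200 genes changed 2-fold, the same comparison found 172 of them at an unadjusted p under 0.05 and 0 after adjustment. With 200 genes changed 4-fold, it found 151 after adjustment. The 10 largest changes among genes with an unadjusted p under 0.05 and no overlap between groups were those of *Akr1b3*, *Btg3*, *Cox8b*, *Tmsb15b2*, *Hist1h2bh*, *Defb11*, *Hist1h3d*, *Hist1h3g*, *Hist1h4m* and *Gm4013*. *Btg3* had 11.7 and 8.97 FPKM in WT 1 and WT 3 but 3.93e-04 FPKM in WT 2, far under the floor as in every KO mouse, so for this gene the lack of overlap has no meaning. *Akr1b3* had 4.59e-04 and 4.49e-04 FPKM in WT 1 and WT 2 but 7.94 FPKM in WT 3, beside 9.29 FPKM in KO 1. *Cox8b*, on chromosome 7, was listed at 0 in every WT mouse and at 9.04, 1.66 and 3.47 FPKM in KO 1, KO 2 and KO 3. *Defb11*, on chromosome 8, had 63.6 ± 33.9 FPKM in WT mice and 256 ± 109 FPKM in KO mice (SD, n = 3 each; exact permutation p = 0.1). The log2 fold change fell with the GC content of the transcript, with a Spearman correlation of −0.35 across 14163 genes, which are not independent replicates. Its correlation with transcript length was −0.07 across the same genes, because opposite trends within the KO mice nearly cancel in the mean. For expression relative to the mean of all libraries, the correlation with length was −0.295, 0.291 and −0.142 in KO 1, KO 2 and KO 3, and between 0.016 and 0.050 in the WT mice. The genes were divided into 5 groups of nearly equal size by GC content. In the group with the lowest GC content, 140 genes were higher and 14 lower in KO mice at an unadjusted limma p under 0.05, and in the group with the highest GC content 35 were higher and 206 lower. With each library corrected for a trend on GC content, 666 genes had an unadjusted limma p under 0.05, where chance gives 708. More of them were then higher (348) than lower (318), as also without KO 2 (1034 and 831). Under other settings more stayed lower, as without a filter (501 higher and 532 lower), so the balance depended on the setting.

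**Figure D1:**
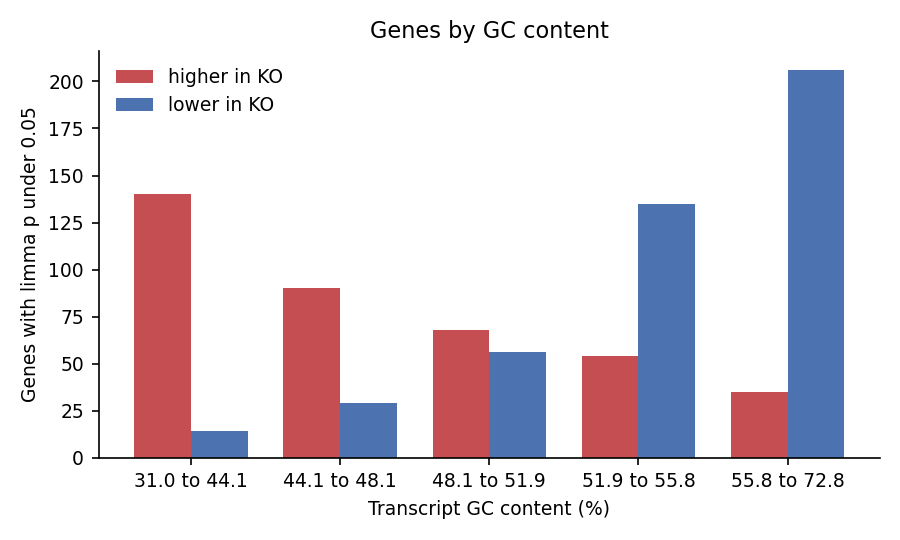
Number of genes with an unadjusted limma p under 0.05 that were higher (red) or lower (blue) in KO mice than in WT mice, for 5 groups of genes by transcript GC content (%). The genes higher in KO mice fall from 140 to 35 and those lower in KO mice rise from 14 to 206 from the lowest to the highest group.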

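Gene sets were tested with fgsea on all genes tested, ranked by the moderated statistic of limma, using the Reactome sets of 15 to 500 tested genes that are bundled with fgsea. The KEGG and MSigDB collections that the authors used were not used here. The paper's methods also name DEGs past a p and a 2-fold threshold for its gene set analysis, where all genes tested were ranked here. Of 696 Reactome sets, 93 had an adjusted p under 0.05, with 41 up-regulated and 52 down-regulated in KO mice. With each library left out in turn, the lowest number was 20 without KO 3 (0 up and 20 down). The highest was 211 without KO 2 (134 up and 77 down). Of the 10 splits of the 6 libraries into groups of 3, the real one included, 6 gave at least 93 sets, and the number ranged from 35 to 208. The p-values of fgsea compare a set with random sets of genes, not mice with mice, so a small one also arises where the groups mix WT and KO mice. A group of 15 Reactome sets was chosen, 14 as the nearest counterparts of the paper's pathways and 1, Mitochondrial translation, because of where the CRIF1 protein acts, and 7 of the 15 passed, that set among them. The same ranking was tested on simulated data with a shift of −0.3 on the log2 scale in the 70 genes of Signaling by NOTCH. The shift was recovered with a normalized enrichment score (NES) of −2.94. Each simulated gene varied independently of the others, and without a shift 0 other sets passed. The splits of the real libraries gave at least 35 sets, so this recovery does not measure the power in the real libraries.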

We then used gene set enrichment analysis (GSEA) in conjunction with the KEGG pathway database to investigate correlated signaling pathways (Fig. 2D). 

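The Reactome set Extracellular matrix organization (194 genes) had an NES of −2.11 (adjusted p = 8.04e-08), and 135 of its genes were lower in KO mice. An absolute NES as large was found in 3 of the 10 splits of the libraries, the real one included. Integrin cell surface interactions (67 genes) had an NES of −2.18 (adjusted p = 4.45e-05), with 51 genes lower, and Laminin interactions (28 genes) an NES of −1.97 (adjusted p = 0.00639), with 22 genes lower. After the log2 fold changes were corrected for trends on transcript length and GC content, the first of these kept an adjusted p of 0.00159 and the second 0.0069, while Laminin interactions moved to 0.0927. Over the alternatives tried, the adjusted p ranged from 3.61e-08 to 0.00582 for Extracellular matrix organization and from 4.07e-05 to 0.095 for Laminin interactions. For Integrin cell surface interactions it ranged from 3.61e-08 to 0.0303. A list of basement membrane collagens, laminins and integrins gave a mean log2 fold change of −0.25, with 33 of 42 genes lower (adjusted p = 5.78e-05 by limma's camera test over 12 lists), and 0 of the genes passed adjustment within the list while 7 had an unadjusted p under 0.05. With each library left out in turn, the mean lay between −0.36 and −0.15 and the camera adjusted p reached 0.0538. The mean log2(FPKM + 1) of this list was 4.22, 4.07 and 3.82 in WT 1, WT 2 and WT 3. It was 3.75, 3.68 and 3.92 in KO 1, KO 2 and KO 3, so the groups overlapped. A list of 6 fibroblast and meningeal marker genes was also highest in WT 1 and WT 2 and lowest in KO 2. A difference in tissue content was not tested as a source and remains possible.

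**Figure D2:**
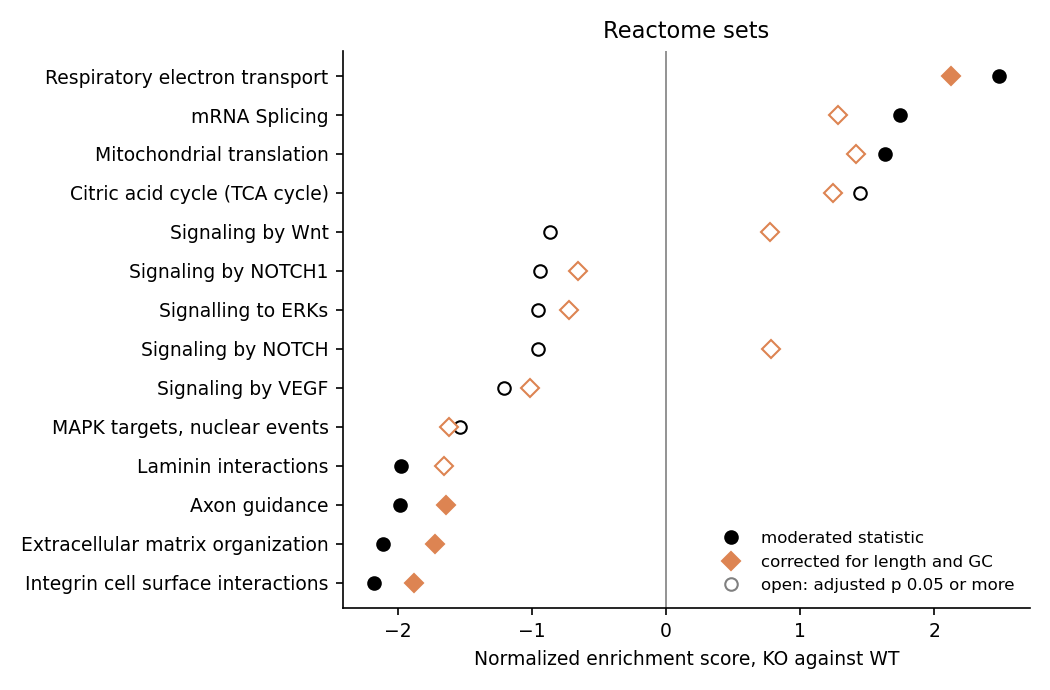
Normalized enrichment score in KO mice against WT mice for 14 of the 15 chosen Reactome sets, ranked by limma's moderated statistic (circles) and by log2 fold changes corrected for transcript length and GC content (diamonds); filled symbols have an adjusted p under 0.05. The respiratory electron transport set has the highest score, 2.48, and Integrin cell surface interactions the lowest, −2.18.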

Down-regulated signaling pathways identified included extracellular matrix (ECM) receptor and actin cytoskeleton regulation, which correlate with maintenance of BBB structure [22–24]. Other down-regulated pathways identified included cell survival signaling pathways, such as MAPK [25] and Wnt pathways, which are involved in promoting angiogenesis [25, 26]. 

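The counterparts of the MAPK pathway were Signalling to ERKs (36 genes), with an NES of −0.95 (adjusted p = 0.765), and nuclear events mediated by MAP kinases (24 genes), with an NES of −1.54 (adjusted p = 0.111). In these sets 21 and 16 genes, respectively, were lower in KO mice. Signaling by Wnt (206 genes) had an NES of −0.87 (adjusted p = 0.941), and 94 of its genes were lower. Its score changed sign when genes were ranked by log2 fold change, after the correction for transcript length and GC content, and in 3 of the 6 fits that left out a library, which ranged from −0.96 to 1.26. The Wnt ligands, Frizzled receptors and co-receptors had a mean log2 fold change of −0.13, with 14 of 22 genes lower (camera adjusted p = 0.116). The MAP kinases had a mean log2 fold change of −0.06, with 20 of 38 genes lower (camera adjusted p = 0.416).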

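Signaling by NOTCH (70 genes) had an NES of −0.95 (adjusted p = 0.765), and 37 of its genes were lower in KO mice. The narrower set Signaling by NOTCH1 (58 genes) had an NES of −0.94 (adjusted p = 0.772), and 29 of its genes were lower. The score of the larger set moved most when WT 2 was left out, to 0.79, and the correction for transcript length and GC content gave 0.78. In neither set did any alternative give an adjusted p under 0.05. A list of 48 tested Notch receptors, ligands, processing enzymes and nuclear partners had a mean log2 fold change of −0.09, with 29 genes lower and 3 at an unadjusted limma p under 0.05, against 0 after adjustment within the list. Its camera adjusted p was 0.18, with a range of 0.0419 to 0.967 over the alternatives.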

Interestingly, in addition to the expected pathways, we found that Notch1 signaling, which is known as a pathway for blood vessel homeostasis [27], was down-regulated. A network analysis (IPA), performed to further identify the regulatory mechanism and key factors involved in mitochondrial-dysfunction-related BBB disruption in ECs (Fig. 2E) showed that vasculature development and angiogenesis were down-regulated in TEKCRIF1 KO mice, as we observed in our previous paper [12]. Moreover, this analysis further established that down-regulation of Notch1, a powerful upstream transcriptional regulator, exerts a significant (*p*-value < 0.05) inhibitory influence on correlated pathway-related molecules with high absolute-value Z scores, including EGFR (epidermal growth factor receptor), TP53 (tumor protein 53), PPARGC1A (peroxisome proliferative activated receptor, gamma, coactivator 1 alpha), and WNT1 (Wnt family member 1). These results are consistent with experimental RNA sequencing results showing the Expr ratio (Fig. 2F, Additional file 2: Table 1). 

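The Reactome set Signaling by VEGF (97 genes), the counterpart chosen for vasculature development and angiogenesis, had an NES of −1.21 (adjusted p = 0.327), and 59 of its genes were lower in KO mice. The score stayed negative in each of the 6 fits that left out a library, between −1.53 and −1.14, and the adjusted p was at least 0.133 in them. The IPA network itself was not repeated here.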

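*Egfr*, on chromosome 11, had 10.3 ± 1.17 FPKM in WT mice and 7.26 ± 0.546 FPKM in KO mice (SD, n = 3 each), a log2 fold change of −0.45 (standard error 0.21; limma p = 0.0579, exact permutation p = 0.1). The highest *Egfr* value among KO mice lay under the lowest among WT mice. With each library corrected for a trend on GC content, the limma p of *Egfr* was 0.0275, beside the same exact test. *Ppargc1a*, on chromosome 5, had 3.03 ± 1.02 FPKM in WT mice and 4.81 ± 0.608 FPKM in KO mice (SD, n = 3 each), and every KO mouse had a higher value than every WT mouse (limma p = 0.0775, exact permutation p = 0.1). *Wnt1*, on chromosome 15, was listed at 0 in WT 1, KO 1 and KO 2 and at 0.335, 0.406 and 0.252 FPKM in WT 2, WT 3 and KO 3. Its mean was below the 1 FPKM required for the test, and the groups overlapped (exact permutation p = 0.4). *Axin1*, on chromosome 17, had a log2 fold change of −0.32 (limma p = 0.25, exact permutation p = 0.4). Of the 21 genes among the regulators of Table S2, 16 were tested, and 4 had an unadjusted limma p under 0.05. After adjustment over these regulators alone, 0 passed, with a smallest adjusted p of 0.185 from limma.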

Taken together, these findings indicate that the Notch1 signaling pathway is a candidate mechanism for regulating BBB maintenance in the context of EC mitochondrial dysfunction.

**Fig. 2:**
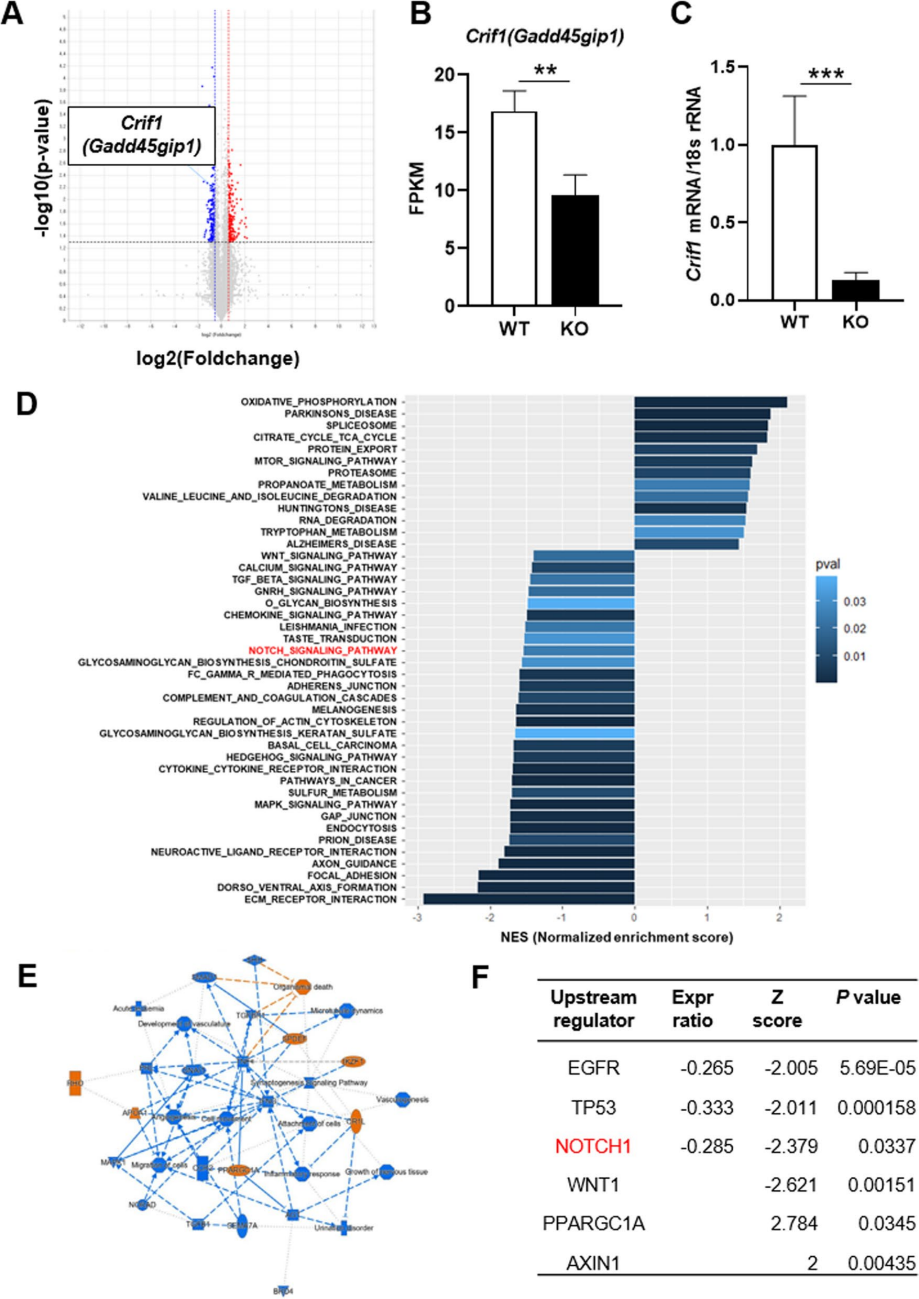
Transcriptomic analysis of isolated brain microvessels from TEKCRIF1 KO mice. **A** Volcano plot showing differentially expressed genes in isolated cerebral microvessels from TEKCRIF1 KO mice compared with those from WT mice (n = 3 mice/group). **B** FPKM values for the *Crif1* (*Gadd45gip1*) gene. **C** *Crif1* mRNA level, analyzed by qPCR (n = 6 mice/group). Data are presented as means ± SD (**P < 0.01, ***P < 0.001 vs. WT). (D) Up- and down-regulated pathways in isolated brain microvessels from TEKCRIF1 KO mice. Pathways were categorized using the KEGG pathway database. **E** Network analysis by IPA. Blue denotes inhibited pathways and orange denotes activated pathways. **F** List of most potent upstream regulators related to *Crif1* deletion in ECs identified through IPA upstream regulator analysis

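The Reactome set for respiratory electron transport and ATP synthesis (83 genes), the counterpart of oxidative phosphorylation, had an NES of 2.48 (adjusted p = 8.04e-08), and 13 of its genes were lower in KO mice. An absolute NES as large was found in 4 of the 10 splits of the libraries, the real one included. After correction for transcript length and GC content its NES was 2.13 (adjusted p = 3.24e-04). Over the alternatives the adjusted p ranged from 6.95e-09 to 0.382, with the highest in a fit that left out a library. The nuclear genes of the oxidative phosphorylation complexes, listed by symbol, had a mean log2 fold change of 0.21, with 70 of 83 genes higher (camera adjusted p = 5.78e-05). With each library left out in turn, that mean lay between 0.06 and 0.46, and the camera adjusted p was above 0.05 without KO 1 (0.285) and without KO 3 (0.185). Their mean log2(FPKM + 1) was 6.83, 6.74 and 6.92 in WT 1, WT 2 and WT 3. It was 7.33, 6.52 and 7.25 in KO 1, KO 2 and KO 3, so KO 2 lay below the WT mice. KO 1 and KO 3 were also highest for a list of choroid plexus genes (7.14 and 7.59, against 5.77 in KO 2). A difference in tissue content was not tested as a source of the rise and remains possible. None of the 83 genes passed adjustment within the list (0, against 3 at an unadjusted limma p under 0.05). The citrate cycle set (18 genes) had an NES of 1.44 (adjusted p = 0.236). mRNA Splicing (114 genes) had an NES of 1.75 (adjusted p = 0.00639), which moved to an adjusted p of 0.266 after the correction for transcript length and GC content, in a range of 5.43e-04 to 0.669 over the alternatives. Axon guidance (267 genes) was down-regulated with an NES of −1.98 (adjusted p = 2.46e-07), and 172 of its genes were lower. Mitochondrial translation (87 genes), chosen because the CRIF1 protein acts at the mitochondrial ribosome, had an NES of 1.63 (adjusted p = 0.0414), with 31 genes lower. It had an adjusted p of 0.153 after correction for length and GC content, in a range of 8.81e-06 to 0.848.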

### Expression levels of Notch1-signaling-related genes and protein are decreased in TEKCRIF1 KO mice

We next performed an in-depth analysis of the involvement of Notch1-related genes using a gene set variation analysis (GSVA), which indicates the degree of coordinated expression of genes in this pathway. A total of 166 Notch1 signaling pathway-related genes showed a tendency toward decreased expression in TEKCRIF1 KO mice compared with WT mice (Additional file 1: Fig. S1D). 

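The 166 genes were not analysed here as a list. The GSVA score was computed from log2(FPKM + 1) for the 70 tested genes of Signaling by NOTCH, and was 0.078, 0.2 and −0.163 in WT 1, WT 2 and WT 3. In KO 1, KO 2 and KO 3 it was 0.08, −0.144 and −0.066. The KO mean was lower by a difference of −0.082, which is smaller than either SD (0.185 in WT mice and 0.114 in KO mice; exact two-sided permutation p = 0.7). For the 48 genes of the Notch receptor, ligand, processing and nuclear partner list, the mean score was 0.135 ± 0.327 in WT mice and −0.146 ± 0.047 in KO mice (SD, n = 3 each; exact permutation p = 0.4).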

The GSVA score obtained using differentially expressed Notch signaling-related genes (|fold change|≥ 1.2, *p*-value ≤ 0.05) was significantly decreased in isolated brain microvessels from TEKCRIF1 KO mice comparing with those from WT mice (Fig. 3A). 

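The same rule, an absolute fold change of at least 1.2 and a limma p of at most 0.05, was applied to 86 tested genes of the Notch lists, and it selected 6 genes, 2 higher and 4 lower in KO mice. Their GSVA score differed by −0.372 between KO and WT mice, and the groups overlapped. The genes drawn in Fig. 3B (21 of the 22 were tested) had a mean score of 0.318 ± 0.089 in WT mice and −0.244 ± 0.135 in KO mice (SD, n = 3 each). Every KO mouse had a lower score than every WT mouse, by a difference in means of −0.562 (exact two-sided permutation p = 0.1). These genes had been selected on the same 6 libraries.

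**Figure D3:**
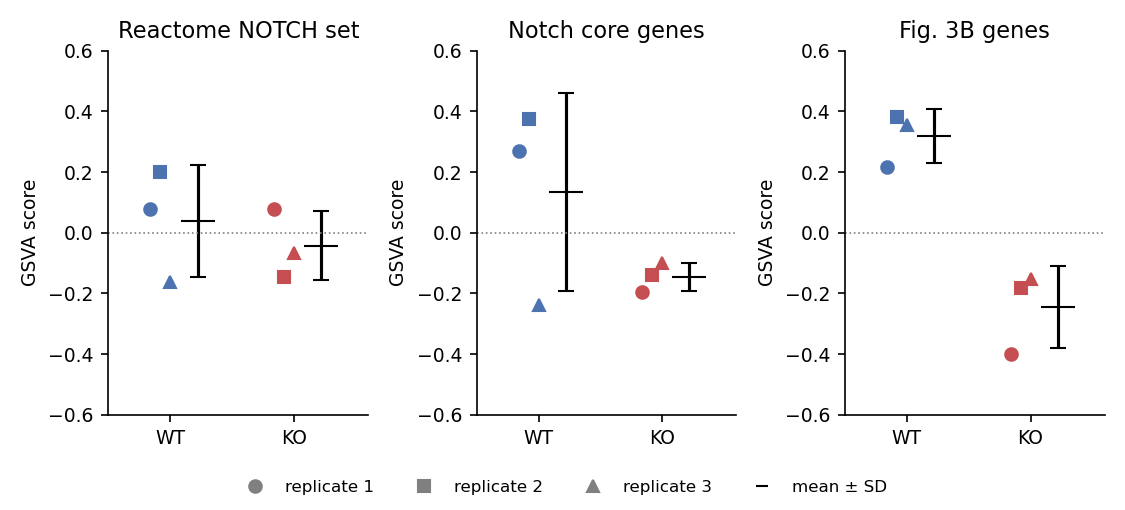
GSVA score (no unit) of each WT and KO mouse for the Reactome NOTCH set, the Notch core list and the genes of Fig. 3B, with the mean and SD of 3 mice per group beside the points. The groups overlap for the NOTCH set and the core list and are apart for the genes of Fig. 3B.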

Next, we investigated expression of the Notch1 signaling pathway gene set by analyzing fold change (|FC|≥ 1.2) and *p*-values (< 0.1) in WT and KO groups, presented as a heatmap (Fig. 3B). 

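Of the 22 genes drawn, 19 had a limma p of at most 0.1 and at least a 1.2-fold change in the direction drawn. *Sorbs2* and *Sox9*, drawn as up-regulated, had log2 fold changes of 0.34 and 0.40, each with a limma p of 0.16 (exact permutation p = 0.2 and 0.3). *Foxa1* had a mean of 0.059 FPKM in WT mice and 0.394 FPKM in KO mice, below the mean of 1 FPKM required for the test. *Foxc2*, on chromosome 8, had 27.9 ± 3.79 FPKM in WT mice and 15.0 ± 0.403 FPKM in KO mice (SD, n = 3 each). It had a log2 fold change of −0.84 (standard error 0.19; limma p = 0.00141, exact permutation p = 0.1). Every KO mouse had a lower *Foxc2* value than every WT mouse, and its limma adjusted p was 0.0296 over the genes of the heatmap alone and 0.841 over all genes tested. That was the only 1 of the 21 tested heatmap genes to pass over the list, against 12 at an unadjusted limma p under 0.05 and 0 over all genes. The list was drawn from these same libraries, so the adjustment over it shows no stability. With each library corrected for a trend on GC content, 12 of the 22 genes met the rule.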

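*Notch1* has 34 exons and lies on chromosome 2. Its expression was 15.3, 18.1 and 14.9 FPKM in WT 1, WT 2 and WT 3, and 9.39, 12.9 and 11.1 FPKM in KO 1, KO 2 and KO 3. The mean was 16.1 ± 1.75 FPKM in WT mice and 11.1 ± 1.75 FPKM in KO mice (SD, n = 3 each). Every KO mouse had a lower value than every WT mouse, and the log2 fold change was −0.50 (standard error 0.21; limma p = 0.0378, adjusted p = 0.841; exact two-sided permutation p = 0.1). With each library left out in turn the log2 fold change lay between −0.60 and −0.39, and 1 of the 6 fits gave an unadjusted limma p under 0.05. The transcript has a GC content of 57.1%. With each library corrected for a trend on GC content, the log2 fold change was −0.36 (limma p = 0.115, beside the same exact test).

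**Figure D4:**
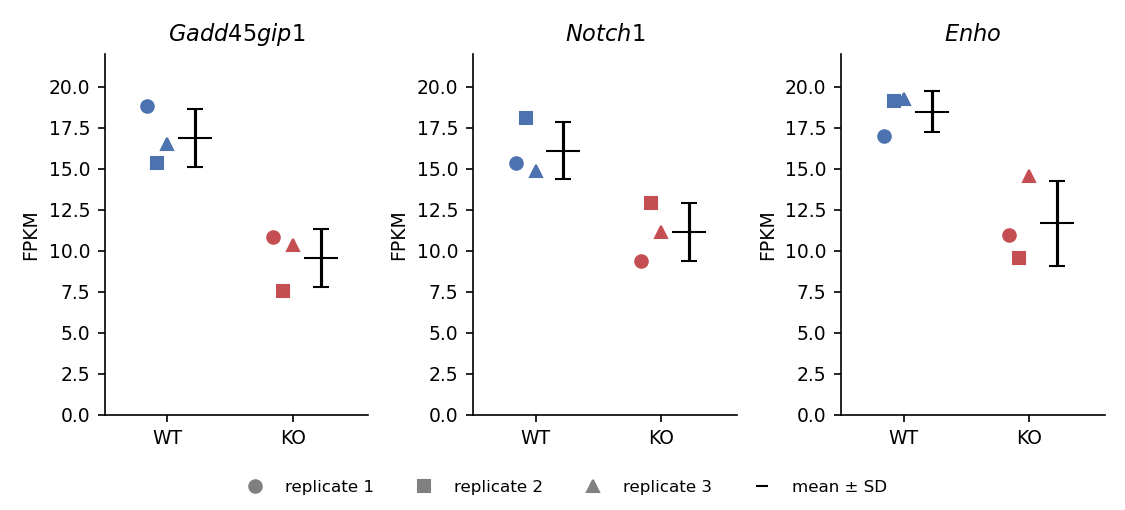
FPKM of *Gadd45gip1*, *Notch1* and *Enho* in each WT and KO mouse, with the mean and SD of 3 mice per group beside the points. For each gene every KO mouse lies below every WT mouse.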

The RPKM (reads per kilobase of transcript per million mapped reads) value of Notch1 was significantly decreased in microvessels from TEKCRIF1 KO mice compared with those from WT mice (Fig. 3C). To verify that changes in Notch1 protein expression were consistent with transcriptomic analyses, we performed Western blotting on isolated brain microvessels from TEKCRIF1 KO and WT mice. Notch1 protein level was decreased in microvessels from TEKCRIF1 KO mice compared with those from WT mice (Fig. 3D, E). Collectively, these observations suggest that Notch1 is a candidate upstream regulator of DEGs and may be a target to regulate the changes involved with endothelial mitochondrial dysfunction-dependent BBB disruption.

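*Hes1*, a target gene of Notch1 on chromosome 16, had 17.7 ± 3.61 FPKM in WT mice and 15.7 ± 3.94 FPKM in KO mice (SD, n = 3 each), a log2 fold change of −0.17 (limma p = 0.489, exact permutation p = 0.5). The 6 Notch target genes *Hes1*, *Hes5*, *Hey1*, *Hey2*, *Heyl* and *Nrarp* had a mean log2 fold change of 0.00, with 3 higher and 3 lower in KO mice (camera adjusted p = 0.85). The ligand gene *Jag1*, on chromosome 2, had 9.30 ± 2.19 FPKM in WT mice and 11.1 ± 2.85 FPKM in KO mice (SD, n = 3 each; exact permutation p = 0.5). From the lower *Notch1* expression, the Notch gene set analyses, the IPA network and the Western blot, the paper proposes that Notch1 is a candidate upstream regulator of the DEGs.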

**Fig. 3:**
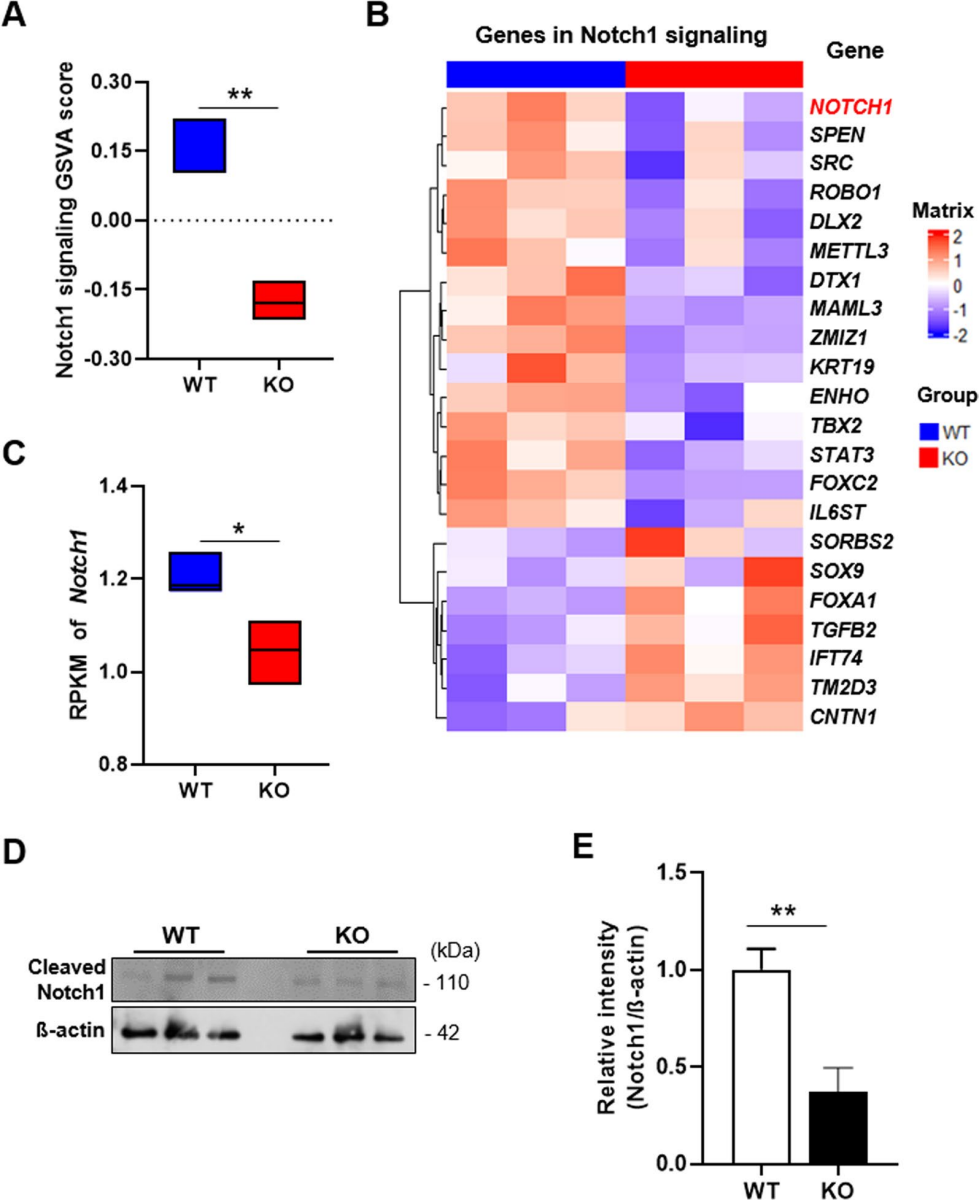
Gene set analysis of Notch1 signaling as a key regulator of BBB maintenance. **A** Comparison of GSVA scores of Notch1 signaling pathway genes. **B** Heatmap of Notch1 signaling pathway gene expression levels, determined by analyzing fold change (|FC|≥ 1.2) and p-value (≤ 0.1), in WT and KO groups (**C**) RPKM value of the Notch1 gene. Data are presented as means ± SD (*P < 0.05, **P < 0.01, ***P < 0.001 vs. WT). **D**, **E** Notch1 protein level in isolated brain microvessels from the TEKCRIF1 mouse (n = 8 mice). Data are presented as means ± SD from three independent experiments performed under the same conditions (*P < 0.05, **P < 0.01, ***P < 0.001 vs. WT)

### Notch1 expression is decreased in the injured area in association with BBB disruption in an ICH mouse model

ICH is a cerebrovascular pathology characterized by a large hemorrhage inside the brain parenchyma accompanied by BBB disruption [28, 29]. To identify the effect of the Notch1 signaling pathway in BBB protection, we generated an ICH mouse model. Since the striatal area affects motor behavior [30], we first evaluated general movement activity 24 h after collagenase injection using an open-field test. ICH injury resulted in about a 16% decrease in distance moved and movement velocity compared with vehicle-treated control mice (Additional file 1: Fig. S2A, B). We also assessed locomotor asymmetry produced by injury to the right hemisphere using a cylinder test [31] and found prominently decreased use of the left paw, indicating forelimb asymmetry in the ICH model (Fig. 4A). Following assessment of behavioral defects, we measured hematoma volume in the injured brain area 24 h after injury (Fig. 4B). Similar to previously reported results [20, 32], the average volume of hematoma in the ICH model was approximately 23 mm^3^ (Additional file 1: Fig. S2C). Secondary brain injury in the ICH model, produced as a result of hemorrhage-induced toxic effects, were evaluated by cresyl violet staining, which revealed a damaged area around the hematoma region in the striatum of ICH model mice (Additional file 1: Fig. S2D). To identify BBB disruption in the injured area, we performed immunostaining with IgG on cryo-sections of brain tissue [33]. As expected, the IgG-positive area increased around the region where collagenase was injected in the ICH model compared with the site of vehicle injection in the control group (Fig. 4C, D).

**Fig. 4:**
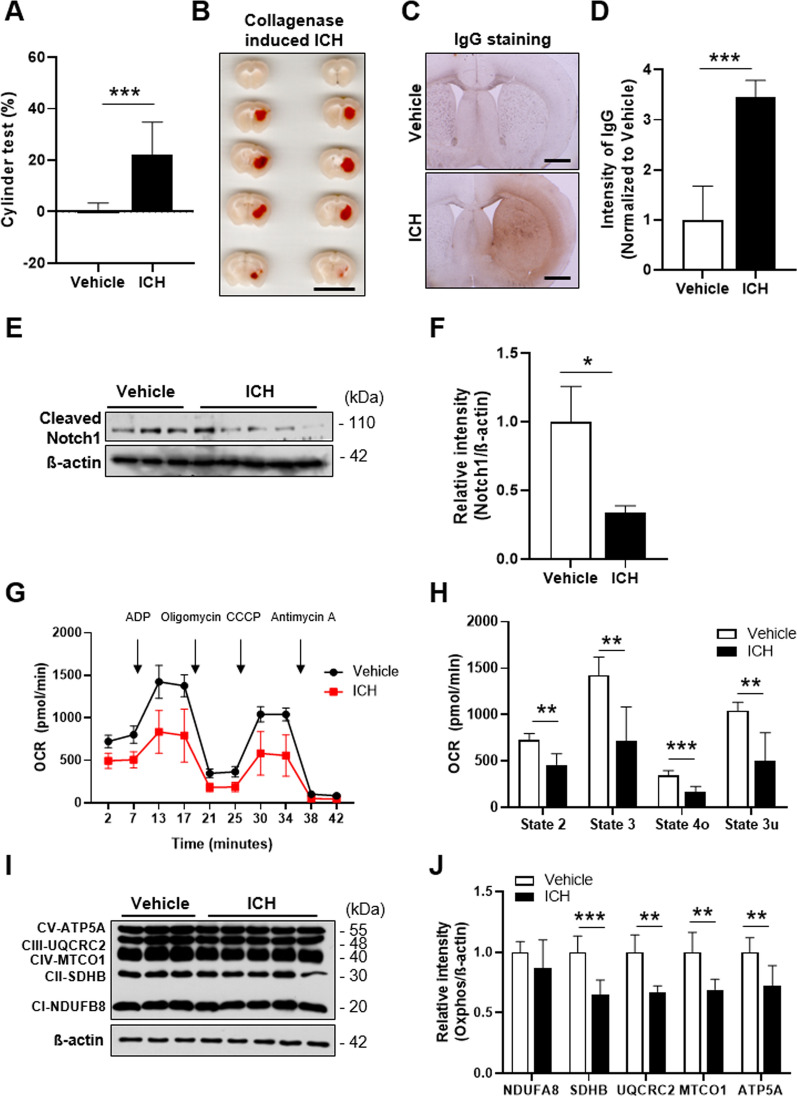
Pathophysiology of the ICH model and decreased Notch1 signaling in ICH model mice. **A** Cylinder test performed 24 h after collagenase injection (n = 10 mice/group). **B** Representative brain sections showing hematoma volume in the collagenase-induced ICH mouse model. Scale bar: 10 mm. **C** Representative coronal brain sections showing IgG staining, used to evaluate BBB disruption. Scale bar: 100 μm. **D** Intensity of IgG staining, quantified using ImageJ (n = 3 mice, 7 slides per group). Decreased Notch1 (**E**) and Hes1 (**F**) protein levels in ICH model mice (n = 6 for Vehicle, n = 10 mice for ICH group). **G** Mitochondrial respiration in the striatum of Vehicle and ICH groups by OCR analysis (n = 6 mice/group). **H** OCR analysis values. State 2: basal respiration; State 3: after ADP injection; State 4o: after oligomycin injection; State 3u: after CCCP injection. **I**, **J** Total OxPhos complex protein levels. Data are presented as means ± SD from three independent experiments performed under the same conditions (*P < 0.05, **P < 0.01, ***P < 0.001 vs. Vehicle)

Based on transcriptomic analyses of the TEKCRIF1 KO mouse, we hypothesized that BBB disruption, which results in secondary brain injury in ICH, is correlated with changes in the Notch1 signaling pathway. To identify changes in this pathway, we isolated the striatal region around the hematoma lesion in the ICH mouse model and performed Western blotting. Consistent with transcriptomic analysis results, Notch1 protein expression was decreased by ~ 60% in the striatum around the hematoma lesion in the ICH group compared with the vehicle group (Fig. 4E, F). These results suggest that the Notch1 signaling pathway is down-regulated in brain areas of the ICH model where cerebrovascular function is impaired, and taken together with the results of transcriptomic analyses of the TEKCRIF1 KO mouse, support that idea that this pathway can be a therapeutic target for BBB maintenance.

### Mitochondrial dysfunction is a co-occurrence in the injured area of the ICH mouse brain

It is known that brain tissue in the ICH model is damaged by oxidative stress arising from iron-induced toxicity resulting from the lysis of red blood cells after BBB disruption [34, 35]. In addition, the rupture of blood vessels in the ICH model impairs oxygen delivery to brain cells, which can lead to mitochondrial dysfunction [16, 36]. Accordingly, we assessed mitochondrial function by measuring oxygen consumption rate (OCR) and analyzing mitochondrial OxPhos complex proteins in mitochondria isolated from the same region where changed Notch1 expression was observed. OCR, including basal respiration (state 2) and maximal respiration (state 3u), was lower in the ICH group than in the vehicle control group (Fig. 4G, H). Consistent with this, mitochondrial OxPhos complex II, III, IV, and V expression were decreased in the ICH group (Fig. 4I, J). These results demonstrate a mitochondrial defect in the region surrounding the hematoma and suggest that this contributes to the change in Notch1 expression.

### Reversal of ICH pathophysiology by injection of adropin

Interestingly, our TEKCRIF1 KO transcriptomic analysis showed that the RPKM value for the *Enho* (energy homeostasis associated) gene, which was included in Notch1 signaling pathway-related gene sets, was lower in TEKCRIF1 KO mice than in WT mice (Additional file 1: Fig. S3A). 

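*Enho* has 2 exons and lies on chromosome 4. Its expression was 17.0, 19.1 and 19.3 FPKM in WT 1, WT 2 and WT 3, and 10.9, 9.53 and 14.5 FPKM in KO 1, KO 2 and KO 3. The mean was 18.5 ± 1.25 FPKM in WT mice and 11.7 ± 2.59 FPKM in KO mice (SD, n = 3 each). Every KO mouse had a lower value than every WT mouse, and the log2 fold change was −0.64 (standard error 0.22; limma p = 0.0146, adjusted p = 0.841; exact two-sided permutation p = 0.1). It lay between −0.79 and −0.51 with each library left out in turn, with an unadjusted limma p under 0.05 in 6 of 6 fits. The transcript has a GC content of 65.6%, and with each library corrected for a trend on GC content the log2 fold change was −0.44 (limma p = 0.102, beside the same exact test).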

Notably, *Enho* encodes the protein adropin, which stimulates the Notch1 signaling pathway [37–39]. Thus, to determine whether activation of the Notch1 signaling pathway can rescue ICH-induced pathologies, including mitochondrial dysfunction, we treated ICH model mice with adropin. Adropin was administered 1 h after collagenase injection, based on a previous study that showed a gradual decrease in adropin expression after establishment of ICH and MCAO (middle cerebral artery occlusion) stroke mouse models (Fig. 5A) [38, 40]. First, we found that adropin expression was increased in adropin-treated ICH mice compared with that in the ICH-only group (Additional file 1: Fig. S3B, C). As expected, up-regulated expression of Hes1, which is a downstream protein in the Notch1 signaling pathway, increased the expression of cleaved Notch1 in the adropin-treated ICH group compared with the ICH-only group (Fig. 5B, Additional file 1: Fig. S5D). Compared with the ICH-only group, the adropin-treated group also showed increased motor behavior in the open-field test (Additional file 1: Fig. S3E), showing a 14% increase in moved distance and a 17% increase in movement velocity. Cylinder tests showed that adropin treatment enhanced motor coordination by ~ 45% compared with the ICH-only group (Fig. 5C). Consistent with these attenuated behavioral deficits, we found that hematoma volume was lower in the adropin-treated ICH group compared with that in the ICH-only group (Fig. 5D, E). IgG-positive areas corresponding to areas of BBB disruption were also decreased by adropin treatment (Fig. 5F, G).

**Fig. 5:**
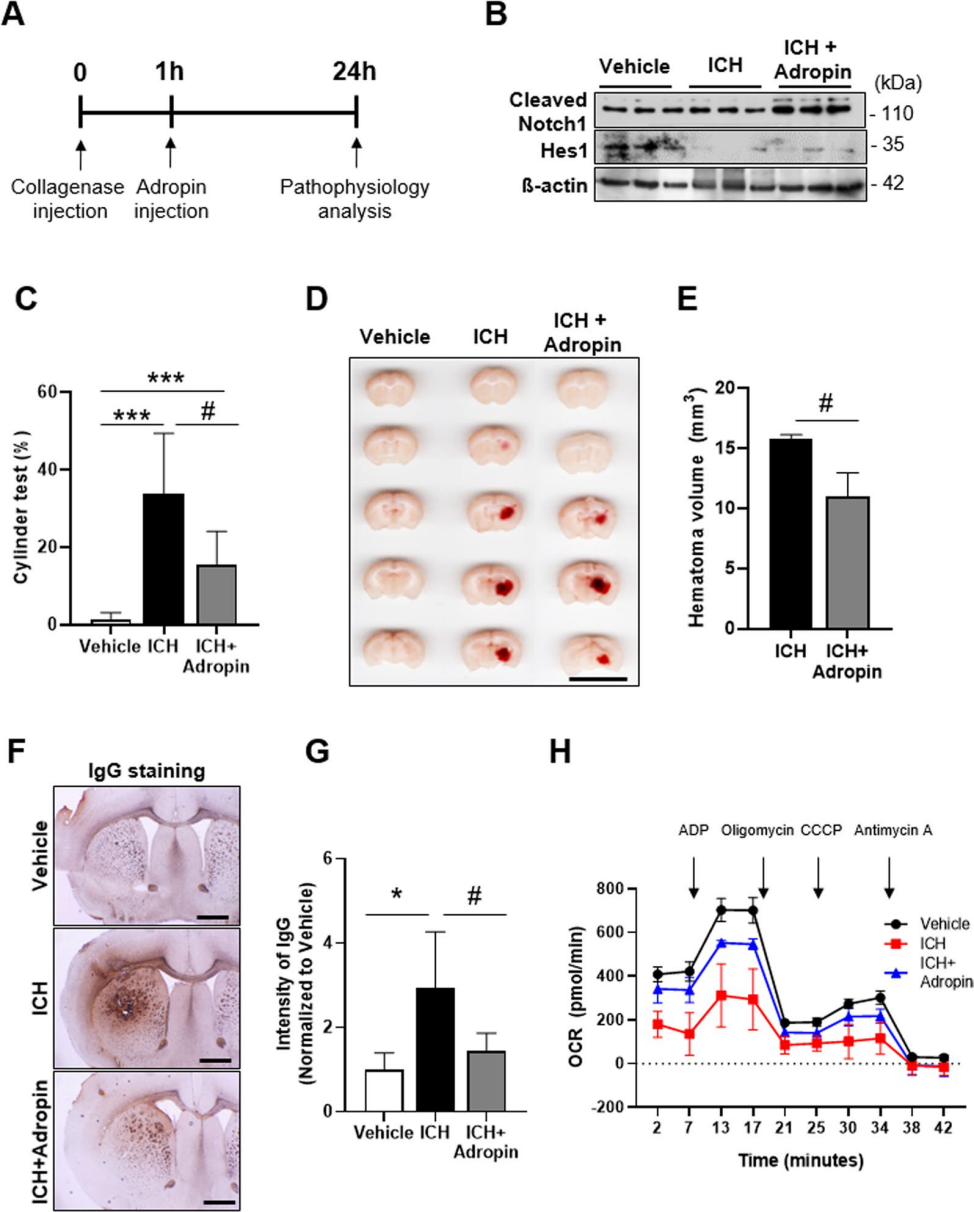
Adropin attenuates ICH pathology through activation of the Notch1 signaling pathway. **A** Experimental time-line for adropin injection in ICH model mice. **B** Attenuated Notch1 and Hes1 protein levels in the adropin-treated ICH group (n = 6 mice/group). **C** Cylinder test performed on ICH model mice after adropin injection (n = 11 mice/group). **D** Representative brain sections showing hematoma volume after adropin injection in an ICH model mouse. Scale bar: 10 mm. **E** Quantification of hematoma volume (n = 3 mice/group). **F** Representative coronal brain sections showing IgG staining after adropin injection. Scale bar: 100 µm. **G** IgG staining intensity, quantified using ImageJ (n = 5 mice, 8 slides per group). **H** Mitochondrial respiration in the striatum after adropin injection in ICH model mice, determined by OCR analysis (n = 4 mice/group). Data are presented as means ± SD from three independent experiments performed under the same conditions (*P < 0.05, **P < 0.01, ***P < 0.001, Vehicle vs. ICH; ^#^P < 0.05, ICH vs. ICH + adropin)

Activation of the Notch1 pathway could enhance mitochondrial quality control by increasing the activity of the mitochondrial fusion/fission machinery [41, 42]. Moreover, our transcriptomics results suggest that the decrease in Notch1 signaling affects mitochondrial defects in the TEKCRIF1 KO mouse. To verify that the Notch1 signaling pathway can modulate mitochondrial respiration, we measured OCR and monitored expression of mitochondrial OxPhos complex components (Fig. 5H). Interestingly, adropin treatment partially recovered mitochondrial respiration, including basal respiration and state 3 (after oligomycin injection) compared with that observed in the ICH-only group (Additional file 1: Fig. S3F). Consistent with this, adropin treatment also attenuated OxPhos complex protein levels compared with those in the ICH-only group (Additional file 1: Fig. S3G). Taken together, these results indicate that adropin treatment partially rescues ICH-related behavioral deficits through enhancement of BBB integrity and mitochondrial respiration in ICH model mice via activation of Notch1 signaling.

## Discussion

Disruption and torsion of blood vessels in the brain have been regarded as initiators of acute brain injury, including ICH and traumatic brain injuries [43, 44]. Moreover, peripheral aggregated proteins known to be involved in neurodegenerative disease can accumulate and penetrate into the brain parenchyma through a dysfunctional BBB [45]. We previously reported that mitochondrial defects in ECs are closely related to the BBB disruption observed in the TEKCRIF1 KO mouse [12]. To further identify the regulatory signaling pathways involved in BBB maintenance in the context of EC dysfunction, we performed transcriptomic profiling of brain microvessels from TEKCRIF1 KO mice. We identified Notch1 as a candidate gene for BBB disruption, specifically as it relates to the accompanying mitochondrial defect in isolated microvessels from brain tissue of the TEKCRIF1 KO mouse. Furthermore, we discovered reduced activity of the Notch1 signaling pathway in a mouse model of the cerebrovascular pathology ICH, and that treatment with adropin, which stimulates the Notch1 signaling pathway, rescued ICH pathological phenotypes, including behavioral impairments and BBB disruption, while modestly alleviating mitochondrial respiration deficits.

ECs in blood vessel have different characteristics in different regions of the body [46]. In brain vessels, especially those that constitute the BBB, there is a much higher distribution of mitochondria compared with peripheral blood vessels [2]. Although it is well known that mitochondrial function deteriorates in stroke-induced animal models in which the cerebrovascular barrier is broken [11], why the volume of mitochondria in the brain is higher than that of peripheral blood vessel and how molecular mechanisms change to promote mitochondrial dysfunction in ECs have not been studied. A previous transcriptomics analysis on isolated brain ECs demonstrated that certain pathways are down-regulated in a stroke model, including cell adhesion, extracellular matrix organization, and Notch signaling [6]. Moreover, a transcriptomics analysis of purified ECs from the cerebral cortex during development showed down-regulation of a signaling pathway involved in mitochondrial dysfunction accompanied by changes in an angiogenic-related pathway [4]. In the current study, we focused on cerebral microvessels in which ECs showed profound mitochondrial dysfunction, and identified changes in Notch1, PPARGC1A and WNT1 by IPA analysis as mediators of BBB disruption and accompanying mitochondrial defect. On the basis of transcriptomic results, we go one step beyond reports that Notch1 signaling is involved in the angiogenesis process, suggesting that Notch1 signaling is the specific pathway most sensitive to changes in mitochondrial function in ECs constituting the BBB. Additionally, the role of WNT1 and PPARGC1A pathways will need to be further investigated in future studies.

Notch1 signaling is involved in heart development and repair through activation of EC development, differentiation, and proliferation [47]. Once Notch1 is activated by binding of its ligand, the Notch1 intracellular domain (NICD) is released and initiates the transcription of target genes, such as Hes1 [48]. Although it has been previously reported that changes in Notch1 activity are related to mitochondrial fusion and fission [41], the current study is the first to report that Notch1 signaling activity changes in isolated microvessels from transgenic mice (TEKCRIF1 KO) in the setting of EC mitochondrial dysfunction. In constructing an ICH model in which BBB disruption and mitochondrial dysfunction are considered characteristic pathologies, we also found an associated decrease in Notch1 signaling. Although the ICH pathologies originated from not only the endothelial level, mitochondrial damage in endothelial cells is a powerful pathogenic factor to initiate the secondary injury in ICH [16, 49, 50]. That is, a decrease in Notch1 signaling, which occurs in the early stages of ICH with BBB disruption, is associated with a deficiency in mitochondrial function and is therefore considered to be a factor that aggravates the pathology. Accordingly, we tested whether stimulating Notch1 signaling could prevent the pathology and accompanying mitochondrial deficiency. This possibility was confirmed by administration of adropin, which stimulates Notch1 signaling. Thus, a decrease in Notch1 signaling in a local area with a profound defect in mitochondrial function is a factor that aggravates ICH pathology with BBB disruption, and stimulating Notch1 signaling can maintain BBB integrity and attenuate mitochondrial dysfunction in the surrounding nervous tissue. Accordingly, adropin treatment can attenuate the deterioration associated with the pathology and could possibly prevent the development of ICH. Also, it can protect neuron cells which synthesize adropin [51] and the decrease of adropin in ICH could be alleviated since secondary brain injury decreased as we observed adropin expression in Additional file 1: Fig. S3. Even though our results are not consistent with a previous study, adropin has previously been shown to attenuate BBB disruption without effecting hematoma volume [38], this may be due to differences in the dose and injection site of collagenase. Also, the previous study used a much lower concentrations of adropin compared to the present study. As adropin is involved in to energy homeostasis and lipid metabolism and can regulate endothelial function [39, 52, 53], the effects of adropin in cerebral vessels must be further studied. Furthermore, adropin is currently suggested as a clinical biomarker of obesity and is reported to play a role in cardiovascular protection and type 2 diabetes mellitus [37, 54, 55]. Our findings are valuable in this context insofar as they provide support for clinical trials of adropin in patients with disruption of BBB and mitochondria, such as ICH disease. Therefore, the effect of adropin in cerebral vessels and cerebrovascular disease has to be studied in further future.

Focusing on mitochondrial dysfunction in ECs, we identified Notch1 signaling as a therapeutic target for BBB maintenance in TEKCRIF1 KO mice and demonstrated a beneficial effect of activating Notch1 signaling in an ICH model. However, the Notch1 signaling pathway is also known to be a molecular mechanism that coordinates cellular events by interacting and communicating with neighboring cells [56]. Because a transcriptomic study comparing single cultured ECs with ECs cocultured with pericytes—a cell type of the neurovascular unit—showed differences in BBB maintenance-related pathway that depended on the presence of neighboring cells [57], further studies are needed to investigate interactions between ECs and astrocytes and/or pericytes in the neurovascular unit. Taken together, our results suggest that Notch1 signaling is a key regulator under conditions in which mitochondrial function in ECs of the BBB is disrupted and strengthen the effect of Notch1 signaling as a therapeutic target for maintaining BBB integrity in cerebrovascular disease.

## Conclusions

In conclusion, we identified the Notch1 signaling pathway as a therapeutic target for BBB maintenance in TEKCRIF1 KO mice, which exhibit a mitochondrial defect in ECs. Activation of Notch1 signaling through treatment with adropin reduced ICH pathologies, including BBB leakage, in association with attenuation of mitochondrial function in brain tissue. Our findings suggest that Notch1 signaling is a key regulator in ECs of the BBB in the setting of mitochondrial dysfunction and strengthen the effect of Notch1 signaling as a therapeutic target for maintaining BBB integrity in cerebrovascular disease.

## Supplementary Information

**Additional file 1: Figure S1.** Differentially expressed genes in isolated brain microvessels from TEKCRIF1 KO mice, determined by RNA sequencing. **Figure S2.** Characteristics of the ICH mouse model. **Figure S3.** Rescue of ICH pathology by injection of adropin. **Figure S4.** Schematic summary of this study.

**Additional file 2: Table S1.** Information of Antibodies. **Table S2.** List of upstream regulators related to *Crif1* deletion in ECs, determined by IPA.

## Data Availability

Data analyzed using this study are included in this published article. The RNA sequencing data generated during this study are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database with accession number: GSE207106.

## References

[1] Tajes M, Ramos-Fernandez E, Weng-Jiang X, Bosch-Morato M, Guivernau B, Eraso-Pichot A (2014). The blood–brain barrier: structure, function and therapeutic approaches to cross it. Mol Membr Biol.

[2] Oldendorf WH, Cornford ME, Brown WJ. The large apparent work capability of the blood-brain barrier: a study of the mitochondrial content of capillary endothelial cells in brain and other tissues of the rat. Ann Neurol. 1977 May;1(5):409-17.10.1002/ana.410010502617259

[3] Kemper MF, Zhao Y, Duckles SP, Krause DN. Endogenous ovarian hormones affect mitochondrial efficiency in cerebral endothelium via distinct regulation of PGC-1 isoforms. J Cereb Blood Flow Metab. 2013 Jan;33(1):122-8.10.1038/jcbfm.2012.159PMC359736523093066

[4] Daneman R, Zhou L, Agalliu D, Cahoy JD, Kaushal A, Barres BA. The mouse blood-brain barrier transcriptome: a new resource for understanding the development and function of brain endothelial cells. PLoS One. 2010 Oct 29;5(10):e13741.10.1371/journal.pone.0013741PMC296642321060791

[5] Kalari KR, Thompson KJ, Nair AA, Tang X, Bockol MA, Jhawar N (2016). BBBomics-human blood brain barrier transcriptomics hub. Front Neurosci..

[6] Munji RA-O, Soung AA-O, Weiner GA-O, Sohet F, Semple BD, Trivedi A, et al. Profiling the mouse brain endothelial transcriptome in health and disease models reveals a core blood-brain barrier dysfunction module. (1546–1726 (Electronic)).10.1038/s41593-019-0497-xPMC685854631611708

[7] Navaratna D, Guo S, Arai K, Lo EH (2009). Mechanisms and targets for angiogenic therapy after stroke. Cell Adh Migr.

[8] Zhu H, Zhang Y, Zhong Y, Ye Y, Hu X, Gu L (2021). Inflammation-mediated angiogenesis in ischemic stroke. Front Cell Neurosci..

[9] Cui Y, Wang Y, Song X, Ning H, Zhang Y, Teng Y, Wang J, Yang X. Brain endothelial PTEN/AKT/NEDD4-2/MFSD2A axis regulates blood-brain barrier permeability. Cell Rep. 2021 Jul 6;36(1):109327.10.1016/j.celrep.2021.10932734233198

[10] Zhou W, Zhang Y, Jiao Y, Yin W, Dong H, Xu S (2021). Dexmedetomidine maintains blood–brain barrier integrity by inhibiting Drp1-related endothelial mitochondrial dysfunction in ischemic stroke. Acta Biochim Biophys Sin.

[11] Doll DN, Hu H, Sun J, Lewis SE, Simpkins JW, Ren X (2015). Mitochondrial crisis in cerebrovascular endothelial cells opens the blood–brain barrier. Stroke.

[12] Lee MJ, Jang Y, Han J, Kim SJ, Ju X, Lee YL (2020). Endothelial-specific Crif1 deletion induces BBB maturation and disruption via the alteration of actin dynamics by impaired mitochondrial respiration. J Cereb Blood Flow Metab.

[13] Owens WB (2011). Blood pressure control in acute cerebrovascular disease. J Clin Hypertens.

[14] Leonardo CC, Robbins S, Dore S (2012). Translating basic science research to clinical application: models and strategies for intracerebral hemorrhage. Front Neurol.

[15] Jia P, He J, Li Z, Wang J, Jia L, Hao R (2021). Profiling of blood-brain barrier disruption in mouse intracerebral hemorrhage models: collagenase injection vs autologous arterial whole blood infusion. Front Cell Neurosci..

[16] Chen W, Guo C, Feng H, Chen Y. Mitochondria: Novel Mechanisms and Therapeutic Targets for Secondary Brain Injury After Intracerebral Hemorrhage. Front Aging Neurosci. 2021 Jan 27;12:615451.10.3389/fnagi.2020.615451PMC787305033584246

[17] Zhao X, Sun G, Zhang J, Ting S-M, Gonzales N, Aronowski J (2015). Dimethyl fumarate protects brain from damage produced by intracerebral hemorrhage by mechanism involving Nrf2. Stroke.

[18] Vilella R, Sgarbi G, Naponelli V, Savi M, Bocchi L, Liuzzi F (2020). Effects of standardized green tea extract and its main component, EGCG, on mitochondrial function and contractile performance of healthy rat cardiomyocytes. Nutrients.

[19] Lee YK, Uchida H, Smith H, Ito A, Sanchez T (2019). The isolation and molecular characterization of cerebral microvessels. Nat Protoc.

[20] Leclerc JL, Lampert AS, Diller MA, Immergluck JB, Dore S (2015). Prostaglandin E2 EP2 receptor deletion attenuates intracerebral hemorrhage-induced brain injury and improves functional recovery. ASN Neuro.

[21] Ruan J, Yao Y (2020). Behavioral tests in rodent models of stroke. Brain Hemorrhages.

[22] Hussain B, Fang C, Chang J. Blood-Brain Barrier Breakdown: An Emerging Biomarker of Cognitive Impairment in Normal Aging and Dementia. Front Neurosci. 2021 Aug 19;15:688090.10.3389/fnins.2021.688090PMC841830034489623

[23] Baeten KM, Akassoglou K. Extracellular matrix and matrix receptors in blood-brain barrier formation and stroke. Dev Neurobiol. 2011 Nov;71(11):1018-39.10.1002/dneu.20954PMC348261021780303

[24] Shi Y, Zhang L, Pu H, Mao L, Hu X, Jiang X (2016). Rapid endothelial cytoskeletal reorganization enables early blood-brain barrier disruption and long-term ischaemic reperfusion brain injury. Nat Commun.

[25] Bonni A, Brunet A, West AE, Datta SR, Takasu MA, Greenberg ME. Cell survival promoted by the Ras-MAPK signaling pathway by transcription-dependent and -independent mechanisms. Science. 1999 Nov 12;286(5443):1358-62.10.1126/science.286.5443.135810558990

[26] Néstor T, Masckauchán H, Shawber CJ, Funahashi Y, Li C-M, Kitajewski J (2005). Wnt/β-catenin signaling induces proliferation, survival and interleukin-8 in human endothelial cells. Angiogenesis.

[27] Akil A, Gutiérrez-García AK, Guenter R, Rose JB, Beck AW, Chen H (2021). Notch signaling in vascular endothelial cells, angiogenesis, and tumor progression: an update and prospective. Front Cell Dev Biol..

[28] Wang J, Fields J, Doré S (2008). The development of an improved preclinical mouse model of intracerebral hemorrhage using double infusion of autologous whole blood. Brain Res.

[29] Yang J, Li Q, Wang Z, Qi C, Han X, Lan X (2017). Multimodality MRI assessment of grey and white matter injury and blood-brain barrier disruption after intracerebral haemorrhage in mice. Sci Rep.

[30] Nakamura T, Xi G, Hua Y, Schallert T, Hoff JT, Keep RF. Intracerebral hemorrhage in mice: model characterization and application for genetically modified mice. J Cereb Blood Flow Metab. 2004 May;24(5):487-94.10.1097/00004647-200405000-0000215129180

[31] Shi X, Bai H, Wang J, Wang J, Huang L, He M (2021). Behavioral assessment of sensory, motor, emotion, and cognition in rodent models of intracerebral hemorrhage. Front Neurol.

[32] Xu J, Chen Z, Yu F, Liu H, Ma C, Xie D (2020). IL-4/STAT6 signaling facilitates innate hematoma resolution and neurological recovery after hemorrhagic stroke in mice. Proc Natl Acad Sci.

[33] Natah S, Srinivasan S, Pittman Q, Zhao Z, Dunn J (2009). Effects of acute hypoxia and hyperthermia on the permeability of the blood-brain barrier in adult rats. J Appl Physiol (Bethesda, Md.:1985).

[34] Zhang Y, Khan S, Liu Y, Wu G, Yong VW, Xue M. Oxidative Stress Following Intracerebral Hemorrhage: From Molecular Mechanisms to Therapeutic Targets. Front Immunol. 2022 Mar 9;13:847246.10.3389/fimmu.2022.847246PMC895966335355999

[35] Hu X, Tao C, Gan Q, Zheng J, Li H, You C (2016). Oxidative stress in intracerebral hemorrhage: sources, mechanisms, and therapeutic targets. Oxid Med Cell Longev..

[36] Huang J, Jiang Q. Dexmedetomidine Protects Against Neurological Dysfunction in a Mouse Intracerebral Hemorrhage Model by Inhibiting Mitochondrial Dysfunction-Derived Oxidative Stress. J Stroke Cerebrovasc Dis. 2019 May;28(5):1281-1289.10.1016/j.jstrokecerebrovasdis.2019.01.01630797643

[37] Gao S, McMillan RP, Zhu Q, Lopaschuk GD, Hulver MW, Butler AA. Therapeutic effects of adropin on glucose tolerance and substrate utilization in diet-induced obese mice with insulin resistance. Mol Metab. 2015 Jan 17;4(4):310-24.10.1016/j.molmet.2015.01.005PMC435492825830094

[38] Yu L, Lu Z, Burchell S, Nowrangi D, Manaenko A, Li X (2017). Adropin preserves the blood-brain barrier through a Notch1/Hes1 pathway after intracerebral hemorrhage in mice. J Neurochem.

[39] Sato K, Yamashita T, Shirai R, Shibata K, Okano T, Yamaguchi M (2018). Adropin contributes to anti-atherosclerosis by suppressing monocyte-endothelial cell adhesion and smooth muscle cell proliferation. Int J Mol Sci.

[40] Yang C, Lavayen BP, Liu L, Sanz BD, DeMars KM, Larochelle J (2021). Neurovascular protection by adropin in experimental ischemic stroke through an endothelial nitric oxide synthase-dependent mechanism. Redox Biol.

[41] Dai S-H, Wu Q-C, Zhu R-R, Wan X-M, Zhou X-L (2020). Notch1 protects against myocardial ischaemia-reperfusion injury via regulating mitochondrial fusion and function. J Cell Mol Med.

[42] Zhou XL, Wu X, Xu QR, Zhu RR, Xu H, Li YY, Liu S, Huang H, Xu X, Wan L, Wu QC, Liu JC. Notch1 provides myocardial protection by improving mitochondrial quality control. J Cell Physiol. 2019 Jul;234(7):11835-11841.10.1002/jcp.2789230515819

[43] Al-Mufti F, Amuluru K, Changa A, Lander M, Patel N, Wajswol E, Al-Marsoummi S, Alzubaidi B, Singh IP, Nuoman R, Gandhi C. Traumatic brain injury and intracranial hemorrhage-induced cerebral vasospasm: a systematic review. Neurosurg Focus. 2017 Nov;43(5):E14.10.3171/2017.8.FOCUS1743129088959

[44] Lok J, Leung W, Murphy S, Butler W, Noviski N, Lo EH (2011). Intracranial hemorrhage: mechanisms of secondary brain injury. Acta Neurochir Suppl.

[45] Takata F, Nakagawa S, Matsumoto J, Dohgu S. Blood-Brain Barrier Dysfunction Amplifies the Development of Neuroinflammation: Understanding of Cellular Events in Brain Microvascular Endothelial Cells for Prevention and Treatment of BBB Dysfunction. Front Cell Neurosci. 2021 Sep 13;15:661838.10.3389/fncel.2021.661838PMC847576734588955

[46] Feng W, Chen L, Nguyen PK, Wu SM, Li G (2019). Single cell analysis of endothelial cells identified organ-specific molecular signatures and heart-specific cell populations and molecular features. Front Cardiovasc Med..

[47] Dabral S, Tian X, Kojonazarov B, Savai R, Ghofrani HA, Weissmann N (2016). Notch1 signalling regulates endothelial proliferation and apoptosis in pulmonary arterial hypertension. Eur Respir J.

[48] Takeshita K, Satoh M, Ii M, Silver M, Limbourg FP, Mukai Y (2007). Critical role of endothelial notch1 signaling in postnatal angiogenesis. Circ Res.

[49] Imai T, Iwata S, Hirayama T, Nagasawa H, Nakamura S, Shimazawa M (2019). Intracellular Fe2+ accumulation in endothelial cells and pericytes induces blood-brain barrier dysfunction in secondary brain injury after brain hemorrhage. Sci Rep.

[50] Wang Z, Zhou F, Dou Y, Tian X, Liu C, Li H (2018). Melatonin alleviates intracerebral hemorrhage-induced secondary brain injury in rats via suppressing apoptosis, inflammation, oxidative stress, DNA damage, and mitochondria injury. Transl Stroke Res.

[51] Shahjouei S, Ansari S, Pourmotabbed T, Zand R. Potential Roles of Adropin in Central Nervous System: Review of Current Literature. Front Mol Biosci. 2016 Jun 27;3:25.10.3389/fmolb.2016.00025PMC492147327446928

[52] Lovren F, Pan Y, Quan A, Singh KK, Shukla PC, Gupta M (2010). Adropin is a novel regulator of endothelial function. Circulation.

[53] Mushala BAS, Scott I (2021). Adropin: a hepatokine modulator of vascular function and cardiac fuel metabolism. Am J Physiol Heart Circ Physiol.

[54] TičinovićKurir T, Miličević T, Novak A, Vilović M, Božić J (2020). Adropin—potential link in cardiovascular protection for obese male type 2 diabetes mellitus patients treated with liraglutide. Acta Clin Croat.

[55] Canguven O, Talib RA, El Ansari W, Yassin DJ, Salman M, Al-Ansari A. Testosterone therapy has positive effects on anthropometric measures, metabolic syndrome components (obesity, lipid profile, Diabetes Mellitus control), blood indices, liver enzymes, and prostate health indicators in elderly hypogonadal men. Andrologia. 2017 Dec;49(10).10.1111/and.1276828295504

[56] Bigas A, Espinosa L (2016). Notch signaling in cell–cell communication pathways. Curr Stem Cell Rep.

[57] Heymans M, Figueiredo R, Dehouck L, Francisco D, Sano Y, Shimizu F, Kanda T, Bruggmann R, Engelhardt B, Winter P, Gosselet F, Culot M. Contribution of brain pericytes in blood-brain barrier formation and maintenance: a transcriptomic study of cocultured human endothelial cells derived from hematopoietic stem cells. Fluids Barriers CNS. 2020 Jul 28;17(1):48.10.1186/s12987-020-00208-1PMC738589432723387

# Supplementary material for: A transcriptomic analysis of cerebral microvessels reveals the involvement of Notch1 signaling in endothelial mitochondrial-dysfunction-dependent BBB disruption
**Source:** Fluids Barriers CNS. 2022 Aug 26;19:64. doi: 10.1186/s12987-022-00363-7
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Differentially expressed genes in isolated brain microvessels from TEKCRIF1 KO mice, determined by RNA sequencing. Figure S2. Characteristics of the ICH mouse model. Figure S3. Rescue of ICH pathology by injection of adropin. Figure S4. Schematic summary of this study.

**Additional information**

**Additional Figure S1**

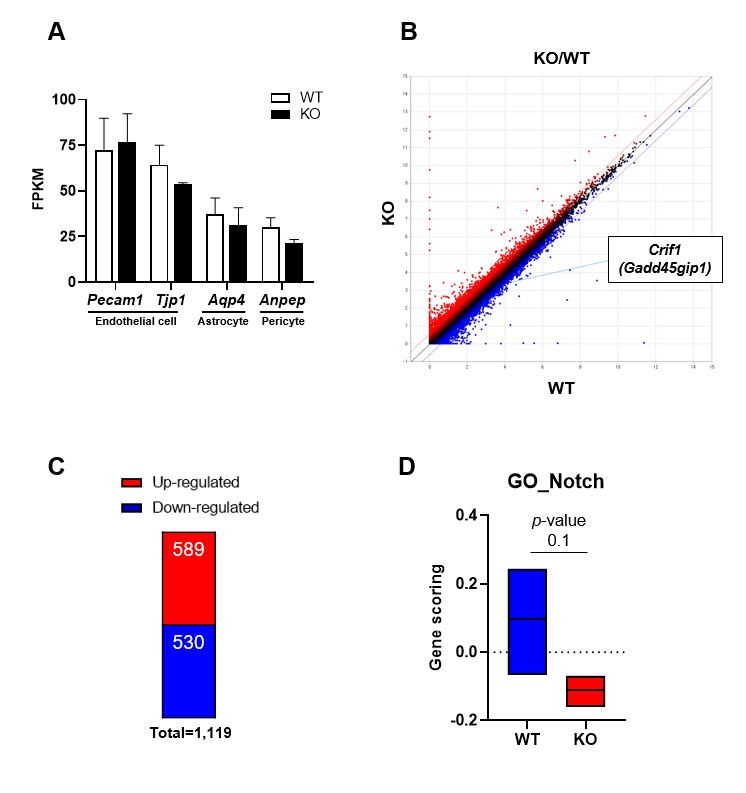

**Additional Figure S1. Differentially expressed genes in isolated brain microvessels from TEKCRIF1 KO mice, determined by RNA sequencing.**

(A) FPKM value of cellular markers (*Pecam1*, *Tjp1*: ECs; *Aqp4*: astrocytes; *Anpep*: pericytes) showing the cellular composition of isolated microvessels. (B) Scatter plot showing differentially expressed genes in isolated cerebral microvessels from TEKCRIF1 KO mice compared with those from WT mice (n = 3 mice/group). 

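A scatter plot of this kind compares the libraries gene by gene. Over the genes tested, the Spearman correlation of log2(FPKM + 1), taken across genes, was between 0.936 and 0.945 within WT mice, between 0.893 and 0.933 within KO mice, and between 0.916 and 0.938 for a WT with a KO mouse. Genes are not independent replicates, so no p is given.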

(C) Total number of significantly enriched KEGG gene sets with corrected *p*-values < 0.05. (D) GSVA of Notch1 gene sets between WT and KO groups (n = 3 mice/group). In total, there were 166 Notch1 signaling pathway-related genes.

**Additional Figure S2**

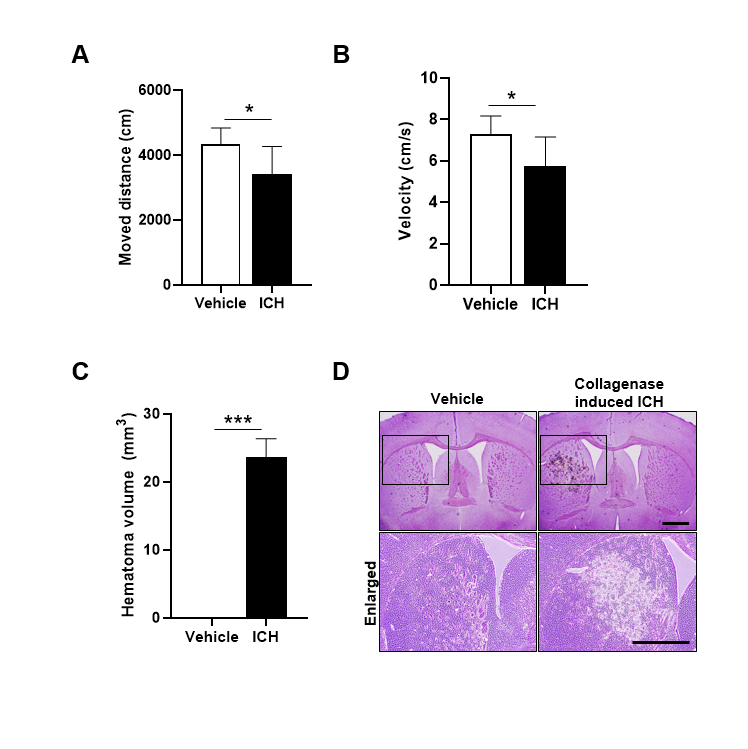

**Additional Figure S2. Characteristics of the ICH mouse model.**

(A, B) Moved distance and movement velocity in an open-field test, used to evaluate general movement (n = 10 mice/group). (C) Hematoma volume, quantified using ImageJ. (D) Representative cresyl violet-stained brain sections showing lesion volume. Scale bar: 100 µm. Data are presented as means ± SD from three independent experiments performed under the same conditions (*P < 0.05, **P < 0.01, ***P < 0.001 vs. Vehicle).

**Additional Figure S3**

**
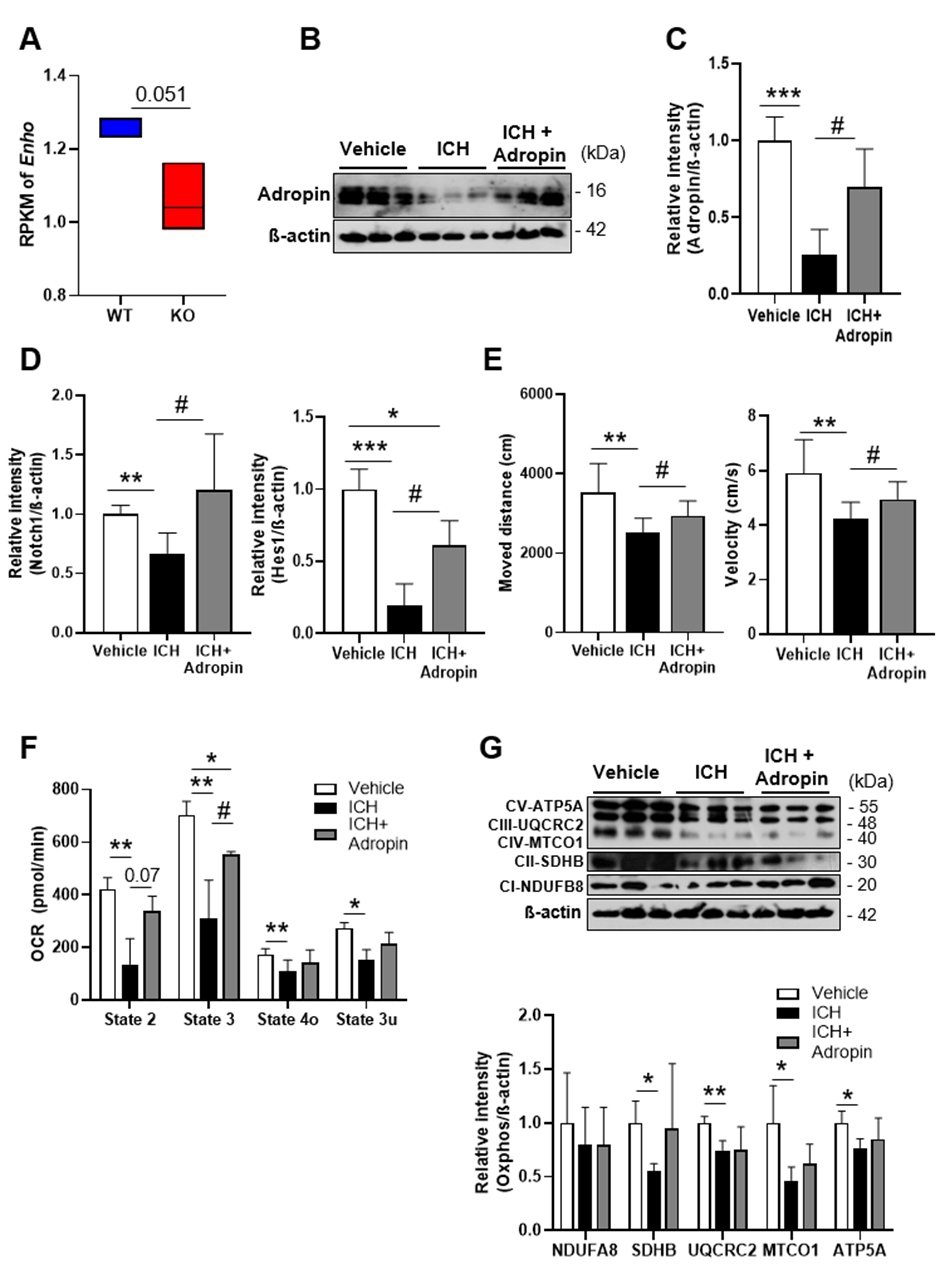
**

**Additional Figure S3. Rescue of ICH pathology by injection of adropin.**

(A) RPKM value for the *Enho* gene from a transcriptomic analysis of TEKCRIF1 KO mice. (B, C) Adropin protein levels in ICH-only and adropin-treated ICH groups. (D) Quantification of Notch1 and Hes1 protein levels in Figure 5B (n=6 mice/group). (E) Moved distance and movement velocity in the open-field test, used to evaluate general movement (n = 11 mice/group). (F) OCR analysis values. State 2: basal respiration; State 3: after ADP injection; State 4o: after oligomycin injection; State 3u: after CCCP injection in the striatum following adropin injection in ICH model mice. (H) Total OxPhos complex protein levels (n = 4 mice/group). Data are presented as means ± and SD from three independent experiments performed under the same conditions (*P < 0.05, **P < 0.01, ***P < 0.001, Vehicle vs ICH; ^#^P < 0.05, ICH vs. ICH+adropin).

**\**

**Additional Figure S2**

**
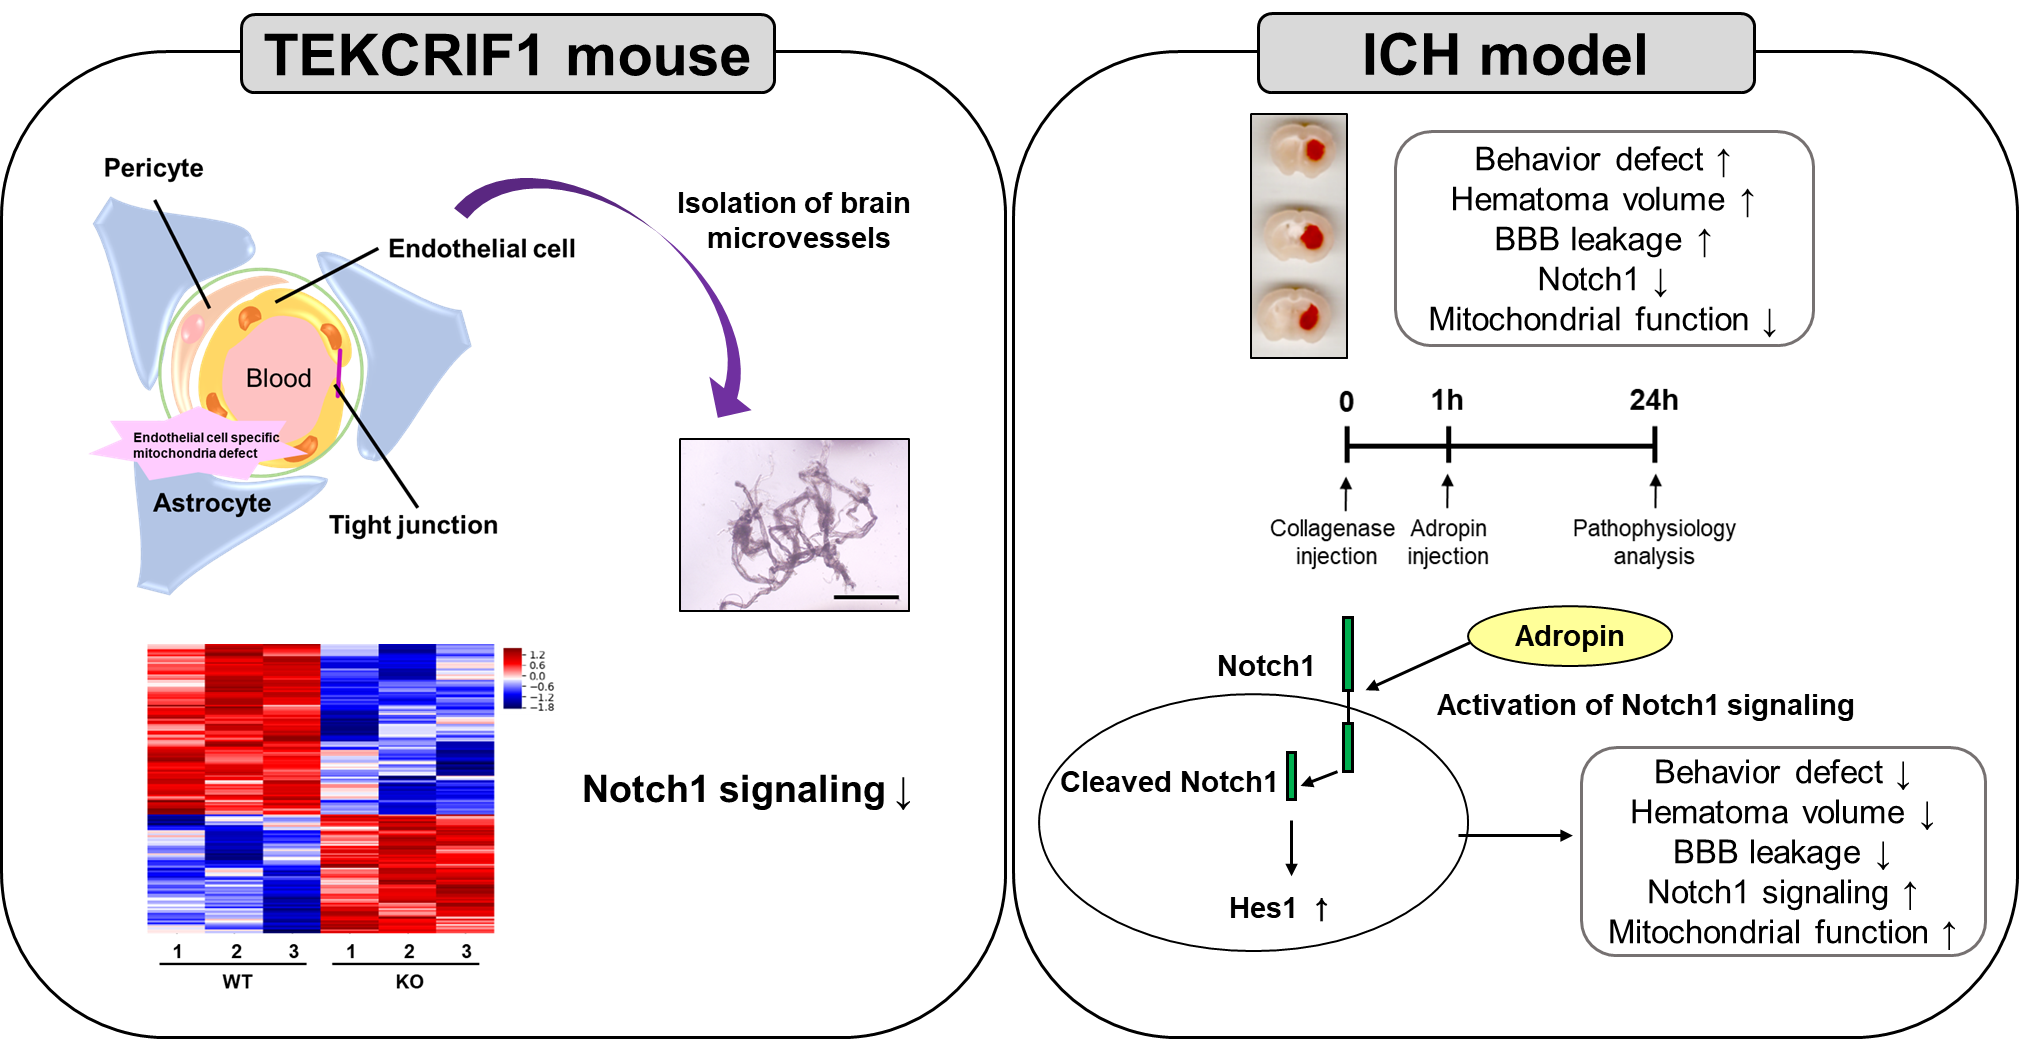
**

**Additional Figure S4. Schematic summary**

Notch1 signaling pathway as a therapeutic target for BBB maintenance by transcriptomic analysis of cerebral microvessels in TEKCRIF1 KO mice, which exhibit a mitochondrial defect in ECs. Activation of Notch1 signaling through treatment with adropin reduced ICH pathologies, including BBB leakage, in association with attenuation of mitochondrial function in brain tissue.

# Supplementary material for: A transcriptomic analysis of cerebral microvessels reveals the involvement of Notch1 signaling in endothelial mitochondrial-dysfunction-dependent BBB disruption
**Source:** Fluids Barriers CNS. 2022 Aug 26;19:64. doi: 10.1186/s12987-022-00363-7
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Information of Antibodies. Table S2. List of upstream regulators related to Crif1 deletion in ECs, determined by IPA.

**Additional Table S1. Information of Antibodies**

| Antibodies | Source | Concentration |
| --- | --- | --- |
| Mouse anti-Crif1 | Santa Cruz Biotechnology,  sc-134882 | 1:1000 |
| Rabbit anti-Notch1 | Cell signaling,  3608 | 1:1000 |
| Mouse anti-Hes1 | Santa Cruz Biotechnology,  sc-166410 | 1:500 |
| Total OXPHOS complex | Abcam,  ab110413 | 1:1000 |
| Rabbit anti-Adropin | Novus Biologicals,  NBP1-26387 | 1:500 |
| Mouse anti-β-actin | Santa Cruz Biotechnology,  sc-47778 | 1:1000 |
| Goat anti-Mouse IgG-HRP | Sigma-Aldrich,  12-349 | 1:1000 |
| Goat anti-Rabbit IgG-HRP | Sigma-Aldrich,  12-348 | 1:1000 |

**Additional Table S2. List of upstream regulators related to *Crif1* deletion in ECs, determined by IPA**

| **Upstream Regulator** | **Expr Log Ratio** | **Molecule Type** | **Predicted Activation State** | **Activation z-score** | **Bias Term** | **Bias-corrected z-score** | **p-value of overlap** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| TP53 | -0.333 | transcription regulator | Inhibited | -2.011 | -0.004 | -1.979 | 0.000158 |
| NOTCH1 | -0.285 | transcription regulator | Inhibited | -2.379 | -0.004 | -2.364 | 0.0337 |
| EGFR | -0.265 | kinase | Inhibited | -2.005 | -0.017 | -1.925 | 0.0000569 |
| GABA |  | chemical - endogenous mammalian | Inhibited | -2.401 | 0.031 | -2.581 | 0.00000304 |
| MIR17HG |  | other | Activated | 2.068 | 0.027 | 1.965 | 0.0000146 |
| AGT |  | growth factor | Inhibited | -2.631 | -0.017 | -2.514 | 0.0000372 |
| 8-bromo-cAMP |  | chemical reagent | Inhibited | -2.182 | -0.028 | -2.021 | 0.0000447 |
| camptothecin |  | chemical drug | Inhibited | -2.256 | -0.011 | -2.208 | 0.00119 |
| WNT1 |  | cytokine | Inhibited | -2.621 | -0.024 | -2.559 | 0.00151 |
| SPDEF |  | transcription regulator | Activated | 2.449 | 0.023 | 2.393 | 0.00181 |
| CDKN2A |  | transcription regulator | Inhibited | -2.247 | 0.003 | -2.26 | 0.00212 |
| ATP2A2 |  | transporter | Activated | 2 | 0.018 | 1.963 | 0.00435 |
| AXIN1 |  | other | Activated | 2 | 0.017 | 1.967 | 0.00435 |
| (+)-MK-801 |  | chemical drug | Inhibited | -2.828 | -0.006 | -2.812 | 0.00449 |
| CHIR 99021 |  | chemical drug | Inhibited | -2.177 | -0.023 | -2.128 | 0.00467 |
| SUCNR1 |  | g-protein coupled receptor | Inhibited | -2 | -0.029 | -1.943 | 0.00518 |
| DGAT1 |  | enzyme | Activated | 2 | -0.012 | 2.023 | 0.00611 |
| epicatechin |  | chemical drug | Inhibited | -2.121 | -0.016 | -2.076 | 0.00706 |
| tretinoin |  | chemical - endogenous mammalian | Inhibited | -2.052 | -0.012 | -1.965 | 0.0109 |
| CD44 |  | other | Inhibited | -2.23 | -0.026 | -2.138 | 0.0115 |
| KRAS |  | enzyme | Activated | 2.309 | -0.001 | 2.314 | 0.0154 |
| KITLG |  | growth factor | Inhibited | -2.345 | -0.028 | -2.26 | 0.0155 |
| IKBKG |  | kinase | Inhibited | -2.041 | -0.024 | -1.966 | 0.0176 |
| Gm15807/Hmgn5 |  | other | Activated | 2 | -0.025 | 2.049 | 0.0219 |
| roscovitine |  | chemical drug | Inhibited | -2.203 | 0.022 | -2.251 | 0.0232 |
| bortezomib |  | chemical drug | Inhibited | -2.46 | -0.004 | -2.446 | 0.0284 |
| MKNK1 |  | kinase | Inhibited | -2.111 | -0.034 | -1.996 | 0.0337 |
| diethylstilbestrol |  | chemical drug | Inhibited | -2.092 | -0.015 | -2.037 | 0.034 |
| PPARGC1A |  | transcription regulator | Activated | 2.784 | -0.008 | 2.82 | 0.0345 |
| molybdenum disulfide |  | chemical reagent | Activated | 2.333 | 0.015 | 2.288 | 0.0406 |
| sodium bisulfide |  | chemical reagent | Activated | 2.221 | 0.004 | 2.212 | 0.0433 |
| JAG1 |  | growth factor | Inhibited | -2.211 | -0.028 | -2.149 | 0.0433 |
| etoposide |  | chemical drug | Inhibited | -2.303 | -0.017 | -2.247 | 0.0452 |
| PTH |  | other | Inhibited | -2.195 | -0.022 | -2.136 | 0.0498 |

How the deposited data were processed for this re-analysis (not part of the article)

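RNA from brain microvessels of 3 WT and 3 TEKCRIF1 KO mice was sequenced, 1 library per mouse. RNA was extracted with TRIzol, and libraries were prepared with the NEBNext Ultra II Directional kit and sequenced as paired ends on a HiSeq X10. The authors checked reads with FastQC, removed adapters and low-quality bases with FASTX_Trimmer and BBMap, mapped the reads with TopHat and deposited FPKM values, 1 for each of 23183 gene symbols in every library. The paper's text names no genome build and no normalization between libraries. The authors used DESeq2, fgsea with KEGG and MSigDB sets, and IPA. Their comparisons need read counts or collections that were not used here.

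Libraries were grouped by the genotype given for each sample, and KO mice were compared with WT mice. The replicate numbers used for the block and for the same-numbered pairs of the splits come from the sample titles. The labels of the libraries carry other numbers, 4, 6 and 8 for WT 1, WT 2 and WT 3 and 1, 2 and 6 for KO 1, KO 2 and KO 3. By label WT 2 and KO 3 share the number 6, and the block does not pair them. FPKM values were analyzed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a trended prior variance, for the 14247 genes with a mean of at least 1 FPKM over the 6 libraries. No scaling between libraries was added. Values were adjusted by the Benjamini-Hochberg method over the genes tested and, where a list had been fixed, over the list alone. Each single gene was also tested with an exact two-sided permutation test, whose smallest p is 0.1 with 3 mice against 3. Genes were named when the paper names them, when they belong to a list of gene families or cell type markers, or when they were among the 10 largest changes with an unadjusted p under 0.05 and no overlap between the groups.

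Gene sets were tested with fgsea 1.28.0 on Reactome sets of 15 to 500 tested genes, ranked by the moderated statistic, and with limma's camera test. Each of 12 gene families was tested with camera, and against 10000 random gene sets matched on expression in 20 bins. GSVA scores were computed with gseapy 1.3.1 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6. Symbols were matched to NCBI gene identifiers for 21982 genes by symbol and for 1086 by synonym, and 115 were not matched. Transcript length and GC content were taken from the longest transcript of each gene in GENCODE M21 (GRCm38), with a length for 22810 symbols. Trends on length and GC content were removed with loess (span 0.3).

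Depth was estimated from the FPKM values. Among genes under 0.3 FPKM, the ratio of values between a pair of libraries piles up at the ratio of what 1 fragment is worth. The ratios of the pairs differed from a single set of depths by at most 0.001 on the log2 scale. The absolute scale came from 3130 genes with a single annotated transcript, and it depends on their annotated lengths. The estimates were 11400000, 8800000 and 11400000 fragments for WT 1, WT 2 and WT 3, and 7900000, 6400000 and 11700000 for KO 1, KO 2 and KO 3. The floor of 3 fragments covers counting error only.

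The comparison was tested on simulated data built on the same genes, in which each gene varied independently of the others. With 200 genes changed 1.5-fold, 110 had an unadjusted p under 0.05 and 0 passed after adjustment. Among the 14047 unchanged genes, 718 (5.11%) had an unadjusted p under 0.05. A simulated set without a shift, run through fgsea among 696 sets, had an NES of −1 and an adjusted p of 0.998. With independent genes, this gives no rate of false positives for the real libraries. A simulated trend on GC content gave a Spearman correlation of −0.39 across 14163 genes before correction and 0 after it. Simulated trends on transcript length that differed in direction between the KO libraries gave correlations of up to 0.48 in size in a library before correction and at most 0.01 after each library was corrected. A simulated shift of −1 for 70 genes gave a GSVA difference of −1.12 (exact permutation p = 0.1), and a shift of 0 gave −0.02 (exact permutation p = 0.9).

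The alternatives tried were no filter, a filter at a mean of 5 FPKM, a trimmed-mean factor, median scaling, quantile normalization, a pseudocount of 0.1, a replicate block, limma without the trended variance, ranking by log2 fold change, corrections for transcript length and GC content of the log2 fold changes and of each library, and leaving out each library in turn. All splits of the 6 libraries into groups of 3 were also tested, 10 in number. The 166-gene Notch list, the KEGG sets and the IPA network were not used here. 1 gene and 1 gene set that were examined are not reported here. The numbers of genes and sets that passed a threshold include them, and the numbers of values kept or changed over the alternatives do not.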

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

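The test of carried-over tissue, the correction for transcript length and GC content and the limit of 1 log2 unit used here were chosen only after the result was seen. Of 23 lists of cell type markers and gene families, 1 had a mean in a KO library more than 1 log2 unit above the highest WT library. This was the list of 7 choroid plexus genes, which the paper does not discuss. Its mean log2(FPKM + 1) was 5.95, 5.76 and 6.05 in WT 1, WT 2 and WT 3, and 7.14, 5.77 and 7.59 in KO 1, KO 2 and KO 3. KO 1 lay 1.09 and KO 3 lay 1.53 above the highest WT library, while KO 2 lay within the range of the WT mice (exact two-sided permutation p = 0.3 for the genotype). *Ttr* alone had 3093, 2723 and 2629 FPKM in the WT mice and 8262, 2771 and 9787 FPKM in the KO mice.

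A candidate explanation is choroid plexus tissue carried over in the preparation of some brains. The other genes of the list, 6 of 6, had their highest values in KO 1 and KO 3, as *Ttr* did, against 0 of 12 endothelial genes. The list therefore moved as a whole and not through *Ttr* alone, but it had been flagged by its mean in these libraries, and a joint change in the expression of these genes would give the same result. The estimated depth does not order the libraries this way, since KO 3 had the most fragments (11700000) and KO 1 (7900000) had fewer than WT 2 (8800000). The share of the total FPKM taken by the 10 highest genes was 14.8% in KO 1 but 9.53% in KO 3, below the 11.1% of WT 1. The labels of KO 1 and KO 2 share a style, but KO 2 was not raised. The trends on GC content were largest in WT 2 and KO 2, which were not raised either. The trend on transcript length sets KO 2 apart, with correlations of −0.295 in KO 1, −0.142 in KO 3 and 0.291 in KO 2, although the list was highest in KO 3. After each library was corrected for trends on transcript length and GC content, the list lay 1.05 in KO 1 and 1.54 in KO 3 above the highest WT library. The correction brought the correlation with length to −0.088 in KO 1 and −0.034 in KO 3. The correlation with GC content became −0.001 in KO 1 and 0.005 in KO 3. The list still lay more than 1 log2 unit above the WT libraries. This argues against trends on length or GC content as the source of the rise in these 7 genes. Carried-over tissue remains as an explanation that cannot be told apart from a joint change of these genes. A difference with the genotype was not shown by the permutation test.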

How the results depend on the processing

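The comparisons, thresholds, gene lists and alternatives were set before the data were examined, apart from the corrections that involve GC content, quantile normalization, the block combined with the length correction, and the log10 and ratio scales, which were chosen after seeing the data. For the results that answer a comparison, counted once per alternative, 177 values kept their direction and their side of the threshold (or stayed within their spread), 23 moved, 19 lost and 2 gained an unadjusted or adjusted p under 0.05, and 6 reversed. For the other named genes and sets, 555 values were kept, 4 moved, 55 lost and 18 gained such a p, and 13 reversed. The log2 fold change of *Gadd45gip1* kept its direction and an unadjusted limma p under 0.05 under every alternative run, between −0.86 and −0.62. The cause was not tested for any of the changes that follow.

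Under the filter at a mean of 5 FPKM, the genes with a 2-fold change and an unadjusted p under 0.05 were 70 in place of 161. With each library corrected for a trend on GC content, the genes of Fig. 3B that met the paper's rule were 12 in place of 19. The same correction gave log2 fold changes of −0.36 for *Notch1*, −0.44 for *Enho* and −0.40 for *Anpep*, all with an unadjusted p above 0.05, and −0.55 for *Egfr*, which passed that threshold. Median scaling gave −0.46 for *Anpep*, also above the threshold. With gene length and GC content corrected, Signaling by NOTCH reversed to an NES of 0.78 and Signaling by Wnt to 0.77, and 4 of the 15 chosen Reactome sets passed in place of 7. Correcting each library for both transcript length and GC content gave log2 fold changes of −0.35 for *Notch1*, −0.42 for *Enho* and −0.38 for *Anpep*, all with an unadjusted p above 0.05, and −0.55 for *Egfr*, which passed. Under the same setting Signaling by NOTCH reversed to 0.73 and Signaling by Wnt to 0.82, and 4 of the 15 sets passed. Ranking by log2 fold change reversed Signaling by Wnt to 0.82. In camera, Signaling by Wnt was up with an adjusted p of 0.91. Against random gene sets matched on expression, 5 gene families passed in place of 3. The GSVA difference was −0.28 for the Notch core list and −0.56 for the genes of Fig. 3B in place of the Reactome set.

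With the replicate block, which pairs libraries of the same number in their titles, *Notch1* had a log2 fold change of −0.50 (limma p = 0.0528, beside an exact permutation p of 0.1) and *Anpep* −0.46. The same-numbered libraries are different animals, and the deviations of their genes correlated with r = 0.037, 0.027 and 0.002 across genes. With the block, 871 genes had an unadjusted p under 0.05, of which 676 were shared with the 838 found without it, and 0 had an adjusted p under 0.05 (smallest 0.0507). Signaling by NOTCH had an NES of −0.93, and 7 of the 15 chosen Reactome sets passed.

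Across the 6 fits that each left out one library, the genes with an unadjusted p under 0.05 ranged from 451 to 1865, those with an adjusted p under 0.05 from 0 to 6, and those with a 2-fold change from 150 to 414. The genes of Fig. 3B that met the rule ranged from 11 to 17, the chosen Reactome sets that passed from 4 to 8, and the gene families from 1 to 8. The log2 fold change ranged from −0.60 to −0.39 for *Notch1*, −0.61 to −0.39 for *Anpep*, −0.077 to 0.27 for *Pecam1* and −0.059 to 0.35 for *Ndufa9*. The NES ranged from −0.98 to 0.79 for Signaling by NOTCH, −0.94 to 0.72 for Signaling by NOTCH1, −1.15 to 0.81 for Signalling to ERKs, −0.96 to 1.26 for Signaling by Wnt and −0.76 to 2.02 for the citrate cycle. The mean log2 fold change ranged from −0.011 to 0.30 for the proteasome and −0.25 to 0.17 for the cytosolic ribosome. For *Hist1h2bh*, *Hist1h3g*, *Hist1h4m* and *Tmsb15b2*, 5 of the 6 fits gave a value, because leaving out a library took the mean under 1 FPKM.

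The depth limits genes with few fragments, such as *Wnt1*, which was listed at 0 in 3 of 6 libraries, and *Foxa1*.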

Differences from the paper's values

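The values read from the paper's figures were read again by measurement after the values here were known, so these readings were not blind. The paper's Fig. 3C draws *Notch1* at about 1.2 in WT mice and about 1.0 in KO mice (RPKM), where the median FPKM was 15.3 and 11.1. Fig. S3A draws *Enho* at about 1.3 in WT mice and about 1.0 in KO mice, where the median was 19.1 and 10.9. For *Enho* in WT mice the middle of the box was taken, because no median line was visible. None of the alternatives set before the data were examined closed these gaps. The log10 of the FPKM values, a scale chosen after seeing the values, gave 1.19 and 1.05 for *Notch1* and 1.28 and 1.04 for *Enho*, within 1 SD of the log10 values from those of the paper.

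The paper's Table S2 gives a ratio of −0.285 for NOTCH1, where the log2 fold change was −0.50. Leaving out WT 2 (−0.42) or KO 1 (−0.39) gave a value nearer to that of the paper and within 1 standard error of it. Leaving out WT 1 (−0.53) or KO 3 (−0.50) and the replicate block (−0.50) came within 1 standard error only because that error was wider, at 0.255, 0.236 and 0.230 against 0.209 with all libraries and no block. The other alternatives set before the data were examined did not come within it. The corrections of each library for GC content (−0.36) and for transcript length and GC content (−0.35) and the ratio of KO to WT minus 1 (−0.29), all chosen after seeing the values, did.

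The paper counts 1119 differentially expressed genes at an unadjusted p under 0.05, against 838 here. Of the settings run, no filter gave 1033, leaving out KO 3 gave 996, quantile normalization, chosen after seeing the values, gave 928, and leaving out KO 2 gave 1865. The paper's text cites Fig. S1C for the 1119 genes, but the legend of that figure speaks of enriched KEGG gene sets. With its bars taken as numbers of genes, it shows about 590 higher and about 530 lower (read from the figure), against 395 and 443.

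The paper states no significant difference in marker composition between the groups. *Anpep* had an unadjusted limma p of 0.048, beside an exact permutation p of 0.1 and an adjusted p of 0.841, of which only the first is under 0.05. Its limma p was above 0.05 with median scaling (0.0565), the replicate block (0.0674), limma without the trended variance (0.072) and the corrections of each library for GC content (0.0716) and for length and GC content (0.0732), both chosen after seeing the values, beside the same exact test. It was also above 0.05 in 5 of the 6 fits that left out a library.

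The paper describes Notch, MAPK and Wnt pathways as down-regulated and Fig. 2D the citrate cycle as up-regulated. Its methods name DEGs past a p and a fold change threshold for this, with other sets. Here all genes tested were ranked, so the analyses are not alike. The Reactome counterparts had adjusted p-values of 0.765 for Signaling by NOTCH, 0.765 for Signalling to ERKs, 0.941 for Signaling by Wnt and 0.236 for the citrate cycle. Nuclear events mediated by MAP kinases had an adjusted p of 0.111 and, before adjustment, a permutation p from fgsea of 0.0233. The citrate cycle passed without KO 2 (NES 2.02, adjusted p = 0.00104, in a range of 0.00104 to 1 over the alternatives). The Notch core list and the Wnt list passed in camera without WT 3 (adjusted p = 0.0419 for each), in ranges of 0.0419 to 0.967 and 0.0419 to 0.496.

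The paper draws *Sorbs2*, *Sox9* and *Foxa1* as up-regulated in Fig. 3B. Here the limma p was 0.16 for *Sorbs2* and for *Sox9*, beside exact permutation p-values of 0.2 and 0.3, and *Foxa1* was not tested. *Sorbs2* met the rule without KO 3 (limma p = 0.0506) and *Sox9* without KO 2 (limma p = 0.0142), while the exact tests used all 6 libraries. *Foxa1* met it without the filter (log2 fold change 0.38, limma p = 0.0401, exact permutation p = 0.1). The paper lists *Egfr* among regulators with lower expression, where the limma p was 0.0579 and fell under 0.05 only with the corrections of each library for GC content (0.0275) and for length and GC content (0.0369), both chosen after seeing the values, beside an exact permutation p of 0.1.

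The paper reports a lower GSVA score of Notch genes in KO mice. The scores for Signaling by NOTCH differed by −0.082 (exact permutation p = 0.7) and those of the 6 selected Notch genes by −0.372, with overlapping groups. The genes of Fig. 3B, which the paper chose on the same libraries, gave −0.562 (exact permutation p = 0.1).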

Other observations

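The tests chosen only after the result was seen are the splits for the genes with an unadjusted or an adjusted p under 0.05, for all Reactome sets, for the Extracellular matrix organization and respiratory electron transport sets and for the GC trend, the corrections for GC content, and *Notch1* relative to endothelial genes. The other tests here were not.

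There are 10 splits of the 6 libraries into groups of 3. The real split parts all 3 pairs of same-numbered libraries and was compared with the 4 splits, itself included, that part as many; the other 6 splits part 1 pair. With 838 genes at an unadjusted p under 0.05, the real split was the highest of the 4 (1 of 4), while 3 of all 10 gave as many or more. For the 0 genes at an adjusted p under 0.05, 4 of 4 (10 of 10) gave as many, as any split must, so this count tests nothing. A 2-fold change with an unadjusted p under 0.05 was as frequent in 2 of 4 (4 of 10) splits. As many of the genes of Fig. 3B met the rule in 1 of 4 (1 of 10) splits, but these genes had been chosen on the real split. The absolute NES of Signaling by NOTCH was as large in 2 of 4 (2 of 10), the number of chosen Reactome sets in 1 of 4 (3 of 10), the number of all Reactome sets that passed, 93, in 3 of 4 (6 of 10), and the number of gene families in 3 of 4 (7 of 10). The absolute NES was as large in 2 of 4 (3 of 10) for Extracellular matrix organization and in 2 of 4 (4 of 10) for respiratory electron transport. A share under 0.05 is not possible with so few splits, so none of the other results can be told apart from a split made at random.

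The log2 fold changes fell with transcript GC content. In the libraries, the Spearman correlation between expression relative to the mean and GC content across 14163 genes was 0.084, 0.313 and 0.151 in WT 1, WT 2 and WT 3, and −0.137, −0.248 and −0.027 in KO 1, KO 2 and KO 3 (exact two-sided permutation p = 0.1). A correlation as large as that of the real split was found in 1 of the 4 splits (1 of 10), the real one. A difference in library preparation may give such a trend, but all libraries of a genotype lie on one side, so it cannot be told apart from the genotype. After correction for length alone, the adjusted p was 0.845 for Signaling by NOTCH, which had not passed before it (range over alternatives 0.684 to 1), 6.10e-06 for Extracellular matrix organization (range 3.61e-08 to 0.00582) and 1.50e-04 for respiratory electron transport (range 6.95e-09 to 0.382). After correction for length and GC content, Extracellular matrix organization (NES −1.72, adjusted p = 0.00159) and respiratory electron transport (NES 2.13, adjusted p = 3.24e-04) passed. The trends on length ran in opposite directions within the KO mice, with correlations of −0.295, 0.291 and −0.142 in KO 1, KO 2 and KO 3 against 0.016 to 0.050 in the WT mice, so each library was also corrected on its own. The adjusted p was then 7.64e-04 for Extracellular matrix organization (NES −1.73) and 1.06e-04 for respiratory electron transport (NES 2.20). The correction was not complete, since correlations with length of −0.088 in KO 1 and 0.068 in WT 2 remained. The part of the trends on length and GC content that was removed does not fully account for these sets. A split made at random remains as an explanation of both, and so does a difference in tissue content, which was not tested for these sets. After this correction the oxidative phosphorylation genes kept a mean log2(FPKM + 1) of 7.13 in KO 1 and 7.22 in KO 3. In KO 2 the mean was 6.65, below the WT mice, so their rise was not shared by all KO mice. KO 1 and KO 3 were also the libraries with the raised choroid plexus list. Carried-over tissue therefore remains as a possible source of the rise. mRNA Splicing (0.266, range 5.43e-04 to 0.669) and Laminin interactions (0.0927, range 4.07e-05 to 0.095) no longer passed after the log2 fold changes were corrected for length and GC content. After correction for length alone both had passed, with adjusted p-values of 0.00365 and 0.00303, in line with a part of their scores following GC content.

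Lower *Notch1* in KO mice might follow from fewer ECs in the preparations. Relative to the mean of 12 endothelial genes, *Notch1* differed by −0.31 and so kept 61.6% of its difference, although the groups then overlapped (exact permutation p = 0.2). After correction of each library for GC content, *Notch1* kept 72.5% of its log2 fold change. Neither explanation was shown to account for the whole difference, a part may follow from each, and the hypothesis that *Notch1* falls with loss of *Crif1* remains beside a split made at random, which a permutation p of 0.1 cannot exclude.

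A selection of Notch genes on the same libraries could by itself separate GSVA scores. The rule of fold change and p selected enough genes in 5 of the 10 splits, and the scores separated the groups of 2 of these 5 splits. The real split was not among the 2, so the selection on its own may give separated scores in these libraries, and a separation of scores after such a selection cannot be told apart from it.

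The 19 tested immediate early genes had a mean log2 fold change of −0.38, with 16 lower in KO mice (camera adjusted p = 5.78e-05). The mean log2(FPKM + 1) of the list lay between 3.302 and 3.432 in the WT mice and between 2.751 and 3.194 in the KO mice, lower in 3 of 3. After correction for GC content the mean log2 fold change was −0.28 and the camera adjusted p 0.00276, in a range of 3.07e-05 to 0.0535 over the alternatives, so GC content does not fully account for the difference. These genes respond to tissue handling, and handling was not tested, so the pattern cannot be told apart from it.

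*Cdh5*, which encodes the endothelial cadherin, had 90.1 ± 3.02 FPKM in WT mice and 43.8 ± 6.42 FPKM in KO mice (SD, n = 3 each), with every KO mouse lower than every WT mouse. Its log2 fold change was −1.03 (limma p = 3.03e-04, adjusted p = 0.841, exact permutation p = 0.1), and it stayed between −1.14 and −0.94 with each library left out. Adjusted within the list of 13 endothelial junction and barrier genes, its limma adjusted p was 0.00394. It was the only 1 of the list to pass, against 2 at an unadjusted p under 0.05. Over the 475 genes of all gene families together, 0 passed, with a smallest limma adjusted p of 0.144. As a whole the junction and barrier list had a mean log2 fold change of −0.13, with 9 genes lower (camera adjusted p = 0.18, in a range of 0.0419 to 0.619 over the alternatives). The 12 endothelial marker genes as a list differed by −0.19 (exact permutation p = 0.3). The erythroid marker genes had a mean log2(FPKM + 1) of 8.87 in WT 2 and between 6.81 and 7.11 in the other libraries.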
